# A conserved maternal-specific repressive domain in Zelda revealed by Cas9-mediated mutagenesis in *Drosophila melanogaster*

**DOI:** 10.1371/journal.pgen.1007120

**Published:** 2017-12-19

**Authors:** Danielle C. Hamm, Elizabeth D. Larson, Markus Nevil, Kelsey E. Marshall, Eliana R. Bondra, Melissa M. Harrison

## Abstract

In nearly all metazoans, the earliest stages of development are controlled by maternally deposited mRNAs and proteins. The zygotic genome becomes transcriptionally active hours after fertilization. Transcriptional activation during this maternal-to-zygotic transition (MZT) is tightly coordinated with the degradation of maternally provided mRNAs. In *Drosophila melanogaster*, the transcription factor Zelda plays an essential role in widespread activation of the zygotic genome. While Zelda expression is required both maternally and zygotically, the mechanisms by which it functions to remodel the embryonic genome and prepare the embryo for development remain unclear. Using Cas9-mediated genome editing to generate targeted mutations in the endogenous *zelda* locus, we determined the functional relevance of protein domains conserved amongst Zelda orthologs. We showed that neither a conserved N-terminal zinc finger nor an acidic patch were required for activity. Similarly, a previously identified splice isoform of *zelda* is dispensable for viability. By contrast, we identified a highly conserved zinc-finger domain that is essential for the maternal, but not zygotic functions of Zelda. Animals homozygous for mutations in this domain survived to adulthood, but embryos inheriting these loss-of-function alleles from their mothers died late in embryogenesis. These mutations did not interfere with the capacity of Zelda to activate transcription in cell culture. Unexpectedly, these mutations generated a hyperactive form of the protein and enhanced Zelda-dependent gene expression. These data have defined a protein domain critical for controlling Zelda activity during the MZT, but dispensable for its roles later in development, for the first time separating the maternal and zygotic requirements for Zelda. This demonstrates that highly regulated levels of Zelda activity are required for establishing the developmental program during the MZT. We propose that tightly regulated gene expression is essential to navigate the MZT and that failure to precisely execute this developmental program leads to embryonic lethality.

## Author summary

Following fertilization, the one-celled zygote must be rapidly reprogrammed to enable the development of a new, unique organism. During these initial stages of development there is little or no transcription of the zygotic genome, and maternally deposited products control this process. Among the essential maternal products are mRNAs that encode transcription factors required for preparing the zygotic genome for transcriptional activation. This ensures that there is a precisely coordinated hand-off from maternal to zygotic control. In *Drosophila melanogaster*, the transcription factor Zelda is essential for activating the zygotic genome and coupling this activation to the degradation of the maternally deposited products. Nonetheless, the mechanism by which Zelda functions remains unclear. Here we used Cas9-mediated genome engineering to determine the functional requirements for highly conserved domains within Zelda. We identified a domain required specifically for Zelda’s role in reprogramming the early embryonic genome, but not essential for its functions later in development. Surprisingly, this domain restricts the ability of Zelda to activate transcription. These data demonstrate that Zelda activity is tightly regulated, and we propose that precise regulation of both the timing and levels of genome activation is required for the embryo to successfully transition from maternal to zygotic control.

## Introduction

During the first hours following fertilization, the zygotic genome is transcriptionally silent, and maternally deposited products control early development. These maternal products establish regulatory networks that enable the rapid and efficient transition from two specified germ cells to a population of totipotent cells, which give rise to a new organism. This dramatic change in cell fate is coordinated with the transition from maternal to zygotic control of development, resulting in a complete reorganization of the transcriptome of the embryo. The maternal-to-zygotic transition (MZT) is comprised of two essential and coordinated events, (I) transcriptional activation of the zygotic genome, and (II) destabilization and degradation of maternally supplied RNAs [1–4]. The concerted action of two RNA clearance pathways ensures the timely elimination of maternally deposited transcripts [5–11]. The first is a maternally encoded pathway that initiates the degradation of maternal RNAs in the absence of fertilization and zygotic transcription. The second pathway is zygotically triggered and contributes to maternal RNA clearance near the end of the MZT. Thus, transcriptional activation of the zygotic genome is precisely coordinated with degradation of the maternally provided products [5,10,12]. Regulation of these events is required for development, as failure to undergo this transition is lethal to the embryo. Nonetheless, the mechanisms that precisely control the timing and levels of gene expression necessary to successfully navigate this dramatic developmental transition remain to be elucidated.

In *Drosophila melanogaster*, the MZT occurs over the first few hours of development. The transcription factor Zelda (ZLD; Zinc-finger early *Drosophila* activator) is a critical regulator of the MZT, and its absence is lethal to the embryo [13–17]. *zld* transcripts are maternally deposited and robustly translated following fertilization leading to ubiquitous protein expression in the pre-blastoderm embryo [14,17,18]. ZLD binds to thousands of *cis-*regulatory modules and is required for transcriptional activation of the zygotic genome [13–15]. ZLD is necessary for gene expression both early and late during the MZT; ZLD drives expression of a small number of genes as early as the eighth mitotic division and is required for the later activation of hundreds of genes during the major wave of zygotic genome activation at mitotic cycle 14 [13]. Among the genes that require ZLD for expression are components of the RNA degradation pathways that destabilize maternal RNAs [14,16]. These ZLD-target genes include several zygotically expressed miRNAs and lncRNAs, including the miR-309 cluster of miRNAs that mediates degradation of over one hundred maternally loaded RNAs [16,19]. Thus, maternally supplied *zld* is essential for zygotic genome activation and maternal mRNA decay, driving the coordinated transition from maternal to zygotic control. ZLD is also required zygotically, such that embryos homozygous for a deletion in *zld* die late in embryogenesis [14,17].

Maternally deposited *zld* encodes a protein of 1596 amino acids, including six C_2_H_2_ (Cys-Cys-His-His motif) zinc fingers, but no known catalytic activity (Fig 1) [14,17,20]. In tissue culture, ZLD is a robust transcriptional activator, and this function requires the C-terminal cluster of four zinc fingers that comprise the DNA-binding domain and a low-complexity region proximal to this domain [20]. Functional data combined with phylogenetic analysis supports a shared role for ZLD in genome activation among insects and crustaceans [20–25]. Thus, we were surprised to discover that while transcriptional activation is a conserved function of ZLD, in cell culture this activity does not require highly conserved regions in the N-terminus, including two of the C_2_H_2_ zinc fingers and an acidic patch [20,25]. A truncated splice isoform of *zld* is also conserved throughout the *Drosophila* genus. This variant is expressed in late embryos and in larvae, but lacks coding sequence for three of the four C-terminal zinc fingers in the DNA-binding domain and is therefore unable to bind DNA (Fig 1A) [20,26–28]. Conservation of these additional domains and splice isoforms suggests a potential function that has been retained through evolution, but which may not have been evident in cell culture.

**Fig 1:**
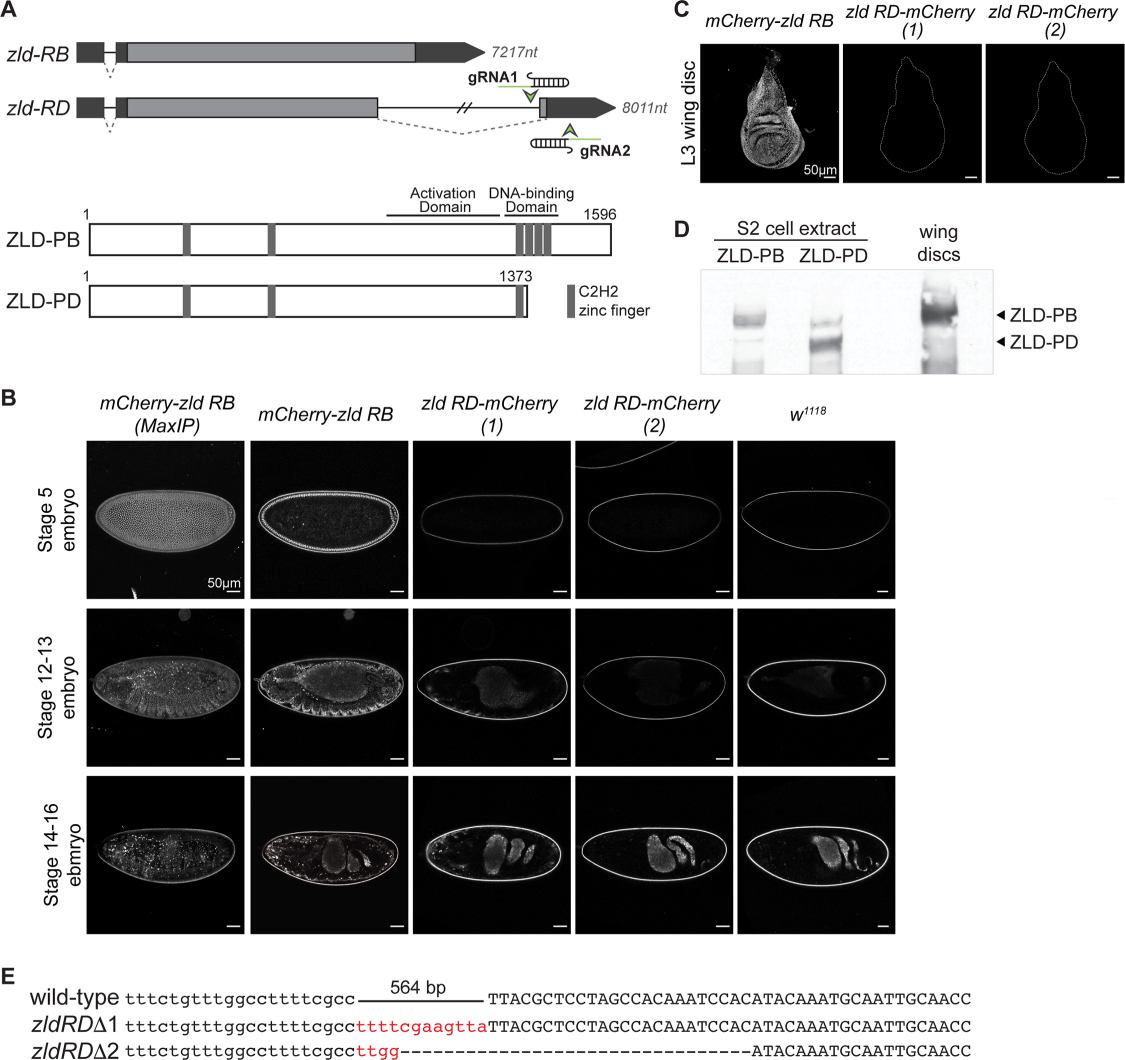
ZLD-PB is the dominant isoform expressed both in the embryo and imaginal disc. (A) Schematic of predicted transcripts from the *zld* locus (*above*). Boxes indicate exons with coding sequence (light gray) and untranslated regions (dark gray). The length of the resulting mRNA is given in nucleotides (nt). Two gRNAs flanking the downstream exon of *zld-RD* used to generate an isoform specific deletion are shown. Schematics of the predicted protein products for each splice variant (*below*) with amino acid numbers in *D*. *melanogaster* ZLD shown above. Above are the approximate locations of the transcriptional-activation and DNA-binding domains as demonstrated in Hamm et al (2015) [20]. (B) Confocal images of embryos homozygous for either an N-terminal mCherry-tagged ZLD or for ZLD-PD-mCherry at stages 5, 12–13, and 14–16. The first column shows the maximum projection images for mCherry-ZLD expressing embryos. All other images show a single confocal slice. ZLD-PD-mCherry (1) and (2) indicate embryos from two distinct editing events. (C) Confocal images of mCherry-ZLD isoforms demonstrating the endogenous ZLD and ZLD-PD specific expression in third instar larval wing discs. Outlines show the borders of the wing discs as determined by transmitted light images. All images shown are the maximum projection. (D) Immunoblot for ZLD on S2 extract from cells expressing either ZLD-PB or ZLD-PD or total lysate from third instar wing discs. (E) Sequence of *zld-RD* following Cas9-mutagenesis demonstrating removal of the splice acceptor and coding sequence. Small insertions (red sequence) and deletions (dashed lines) shown. Lower case letters indicate intron sequence. Capital letters indicate exonic sequence.

Our recent development of techniques for Cas9-mediated genome engineering in *Drosophila* enabled us to directly test the roles of these conserved features of ZLD *in vivo* [29]. Previous approaches to investigate the *in vivo* function of specific protein domains relied largely upon the use of transgenes, which do not always adequately reflect the endogenous expression patterns, levels, or alternative splice isoforms. We therefore developed a rapid and efficient means to screen for Cas9-mediated point mutations. Generation of specific point mutations allowed us to interrogate the function of conserved features of *zld in vivo*. Using a combination of epitope tags and targeted deletions, we demonstrated that a truncated *zld* isoform was unlikely to be translated and was not required for viability in *D*. *melanogaster*, despite being conserved amongst Drosophilidae. We generated targeted loss-of-function alleles for conserved domains in the N-terminus, including the two zinc fingers and the acidic patch. Mutations in either the first C_2_H_2_ zinc finger (ZnF1) or the acidic patch (EDD) did not affect viability. To our surprise, the second zinc finger (ZnF2) was required for maternal, but not zygotic function of ZLD. Embryos laid by mothers homozygous for mutations in the second zinc finger died late in embryogenesis. Contrary to our expectations, mutations in ZnF2 resulted in a hyperactive version of ZLD that caused precocious activation of the zygotic genome and increased degradation of maternal transcripts. Together these data demonstrate, for the first time, a separable function for maternally and zygotically expressed ZLD and suggest that the early embryo is exquisitely sensitive to ZLD activity such that too little or too much activity results in embryonic lethality.

## Results

### The 1596 amino acid ZLD protein is the principal isoform expressed throughout development

*zld* transcripts are present throughout the *Drosophila* life cycle. They are strongly expressed during oogenesis, resulting in ubiquitous protein expression in the pre-blastoderm embryo. Subsequently, *zld* is zygotically expressed in the developing embryonic germ layers, nervous system, imaginal disc primordia and in larval wing and eye discs [17,27,28,30]. 

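*zld* (FlyBase identifier FBgn0259789) lies on the minus strand of the X chromosome, from 19766465 to 19783548 of the dm6 assembly in the annotation of Ensembl release 115, which lists 5 transcripts of the gene. The transcript *zld-RB* runs from 19775987 to 19783548. Its intron, from 19782509 to 19782853, lies in the 5′ UTR, upstream of a coding sequence of 4788 nucleotides that runs without interruption from 19777499 to 19782286. The transcripts *zld-RA* and *zld-RG* are annotated without this intron and with the same coding sequence.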

In the pre-blastoderm embryo *zld* contains a single, unspliced open reading frame and a single five-prime intron (Fig 1A). This open reading frame translates into the 1596 amino acid protein product ZLD-PB. In addition to this maternally deposited isoform, a truncated isoform, *zld-RD*, which contains a second unique downstream exon and alternative splice junction, is expressed during zygotic development [26–28]. This alternatively spliced isoform codes for a 1373 amino acid protein lacking three of the four C-terminal zinc finger motifs required for DNA binding (Fig 1A) [20,31]. 

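In the dm6 annotation, *zld-RD* shares its first coding segment with *zld-RB* up to position 19778236 and is then spliced to a coding segment from 19769440 to 19769507, for 4119 coding nucleotides in all. A further annotated transcript, *zld-RF*, leaves the shared segment at the same position. Its second coding segment runs from 19776888 to 19776937, and its 4101 coding nucleotides encode 1367 amino acids.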

The truncated product resulting from translation of the *zld-RD* isoform acts as a dominant negative when co-expressed with the 1596 amino acid isoform in cell culture [20]. Nonetheless, it was unknown whether this shorter isoform was translated to form a protein product *in vivo* and if so, whether it was expressed in the same cell as the longer 1596 amino acid isoform, which would be required for any dominant negative effect on ZLD activity.

To determine the expression pattern of a protein product from the *zld-RD* isoform, we used Cas9-mediated genome engineering to tag each of the two protein isoforms with mCherry. Because we had previously shown that the N-terminal 900 amino acids of ZLD are dispensable for activating transcription in cell culture [20], we tagged the N-terminus to avoid interfering with protein function. Flies carrying this mCherry tag are homozygous viable and fertile demonstrating that the tag does not interfere with any of the essential functions of ZLD. Since all *zld* splice isoforms encode proteins with a shared N-terminus, expression of the N-terminal mCherry-tagged protein is indicative of the expression pattern of all known ZLD isoforms. To specifically determine the expression pattern of a protein product of the shorter *zld-RD* isoform, we engineered an mCherry tag upstream of the stop codon in the downstream exon that is specific to *zld-RD* (Fig 1A). This addition did not affect the *zld-PB* isoform. Like flies carrying the N-terminal fluorescent tag, these flies were also homozygous viable and vertile.

We imaged stage 5, 12–13, and 14–16 embryos homozygous for either the N-terminal mCherry tag or the *zld-RD* specific mCherry tag to determine the expression patterns of ZLD protein products (Fig 1B). *zld-RB* is ubiquitously expressed in the pre-blastoderm embryo, while post-blastoderm expression is limited to the tracheal primordium, central nervous system (CNS), and midline neurons [14,27]. Similar to the expression pattern for the mRNA, the N-terminally tagged protein was expressed throughout embryogenesis (Fig 1B). We did not detect fluorophore expression from either of the two strains containing the mCherry-tagged *zld-RD* (Fig 1B). Thus, despite high levels of *zld-RD* in the CNS of stage 12–16 embryos [27], the ZLD-PD isoform does not appear to be expressed. We detected gut auto fluorescence in all genotypes, including control *w*^*1118*^ embryos.

To investigate additional tissues that might express ZLD-PD at later stages of development, we imaged imaginal wing discs from third instar larvae (L3). Previous reports had suggested that ZLD-PD was expressed in larval tissues [28]. Using our engineered fly lines, we could detect ZLD expression in several L3 tissues, including ubiquitous, nuclear expression in imaginal wing discs (Fig 1C). By contrast, we could not detect mCherry expression in the lines specifically tagging ZLD-PD (Fig 1C). In addition to *zld-RD*, a second splice isoform of *zld*, *zld-RF*, has been identified and is predicted to produce a protein product very similar to the predicted product of *zld-RD*. The evidence for *zld-RF* is weaker than for *zld-RD*, and it has been speculated to be the result of a cloning artifact [26,27,32]. Nonetheless, both truncated isoforms have been reported to be expressed in the wing imaginal disc [28]. To determine if any truncated protein product is translated from either the *zld-RD* or *zld-RF* isoforms, we immunoblotted protein extract from wing imaginal discs using our antibody that recognizes all isoforms of ZLD [20]. We identified only a single isoform, corresponding to the 1596 amino acid protein (Fig 1D). This evidence suggests that neither *zld-RD* nor *zld-RF* isoforms are translated to a stable protein in the wing imaginal disc.

The *zld-RD* splice isoform is conserved throughout the *Drosophila* genus [26,27], suggesting a retained function. Thus, it remained possible that the truncated RNA or the splicing reaction was instrumental to *zld* function and could explain the conservation, even if the protein isn’t stably expressed. To test this possibility, we determined the *in vivo* effects of eliminating the *zld-RD* isoform by using Cas9-mediated mutagenesis to delete the splice acceptor and downstream coding region of *zld-RD* (Fig 1E). We obtained two strains carrying the deleted sequence, both of which were viable and fertile (Fig 1E). Because the exons encoding *zld-RF* are within the required longer isoform, we were unable to make a deletion targeting only this isoform as we did for *zld-RD*. Therefore, we cannot rule out the possibility that this isoform is important *in vivo*. While *zld-RD* is expressed in multiple post-blastoderm tissues as an RNA [26–28], our data demonstrated that this truncated splice-isoform is not required for development and is not abundantly translated.

### Cas9-mediated genome engineering enables *in vivo* functional analysis of conserved protein domains

Because the 1596 amino acid ZLD-PB isoform is the predominantly expressed form of ZLD, we investigated the functional requirements of domains within this large transcription factor. ZLD-PB is comprised of six C_2_H_2_ zinc fingers and many low-complexity regions, but no identifiable enzymatic domains. Alignment of ZLD orthologs showed sequence conservation within insects of all six zinc fingers as well as an N-terminal acidic patch (Fig 2A–2C) [20,25]. We previously demonstrated that the cluster of four C-terminal zinc fingers constituted the DNA-binding domain, and the low-complexity domain just N-terminal to the DNA-binding domain mediated transcriptional activation (Fig 1A) [20]. Therefore, the regions required for both DNA binding and transcriptional activation in cell culture were encompassed within the 600 C-terminal amino acids of ZLD [20], while the functional significance of the conserved N-terminal zinc-fingers and acidic domain was unknown. Because domains under high evolutionary constraint possess important structural or functional roles, we hypothesized that these highly conserved domains might have an essential developmental function that was missed in our previous cell-culture assays.

**Fig 2:**
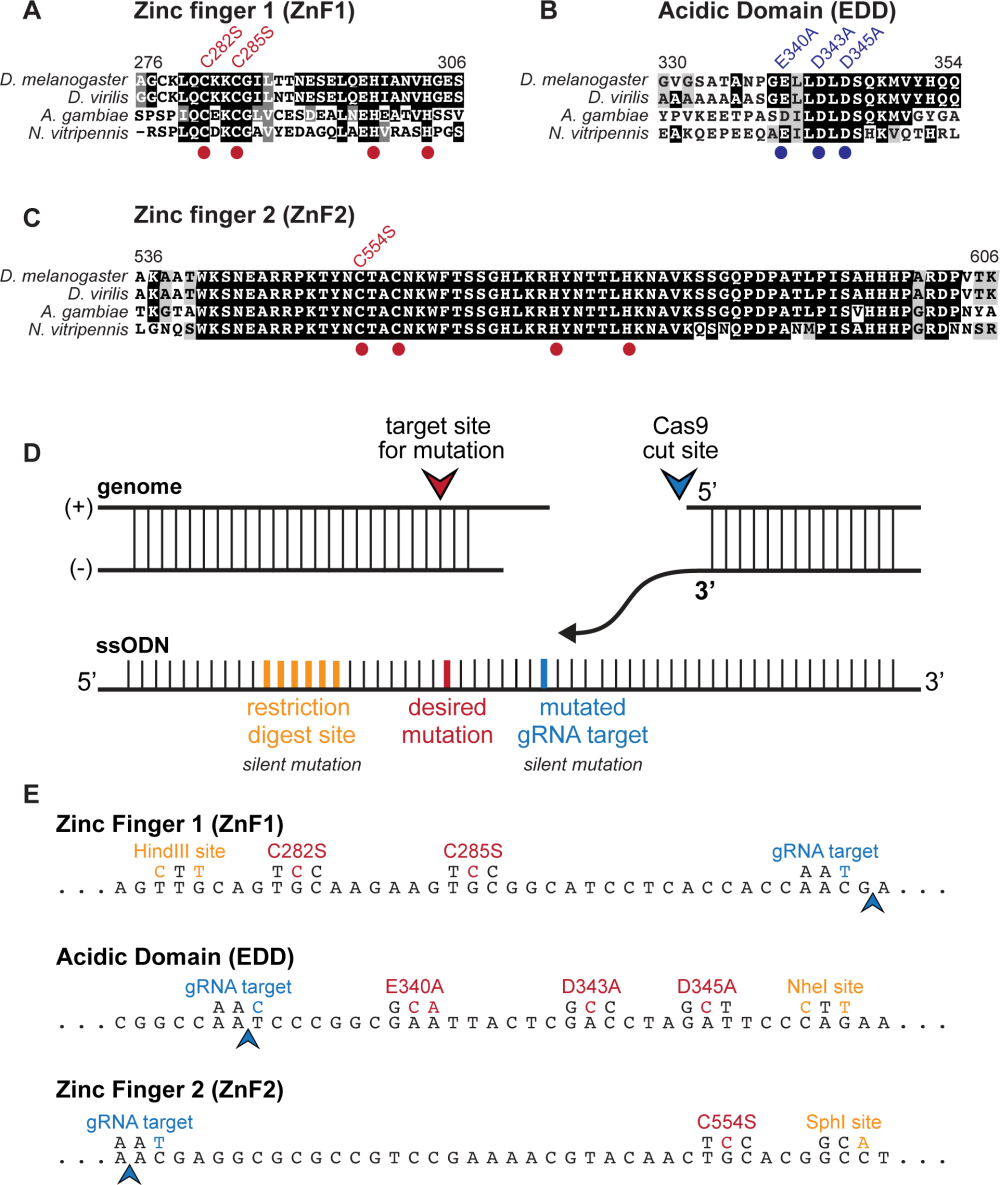
Cas-9 mediated mutation of highly conserved domains in ZLD. (A-C) Alignment of amino acid sequences of ZLD protein domains from four insect species (*Drosophila melanogaster*, *Drosophila virilis*, *Anopholes gambiae*, *Nasonia vitripennis*). Red dots indicate conserved cysteine and histidine residues in the C_2_H_2_ zinc finger domains. Blue dots indicate the conserved aspartate and glutamate residues in the acidic domain. Point mutations generated in the endogenous *zld* locus by Cas9-mediated genome engineering are shown above. Numbers above indicate amino acids in *D*. *melanogaster* ZLD. (D) Schematic of the experimental design for homology directed repair from a single-stranded donor oligonucleotide (ssODN) following a Cas9-mediated, double-strand break. Silent restriction site (yellow), silent mutation in the gRNA target site (blue) and the desired point mutation (red) are shown. (E) Wild-type DNA sequence coding for the targeted ZLD domains (*below*) with mutated nucleotides generated by homology directed repair (*above*) are shown. Arrowheads indicate Cas9 cleavage site.

The recent development of Cas9-mediated genome editing has allowed us to facilely create point mutants *in vivo*. This strategy enabled efficient creation of endogenous mutant alleles to probe the functional importance of individual protein domains of interest. A single-stranded donor oligonucleotide (ssODN) and a single guideRNA (gRNA) construct were injected into flies expressing Cas9 to create loss-of-function mutations in the highly conserved N-terminal domains. We developed a streamlined protocol to molecularly screen for the desired mutations; ssODNs contained both the desired coding mutations and silent mutations that generated a restriction digest site not found in the endogenous locus, allowing for screening by PCR and restriction enzyme digest (Fig 2D and 2E). Instead of creating deletions, we introduced point mutations in the conserved N-terminal domains with the purpose of maintaining overall protein stability. To disrupt the zinc-finger domains, we mutated a subset of the zinc-chelating residues in each of the N-terminal zinc fingers. Within the acidic domain, we mutated the conserved glutamate and aspartate residues to alanine to abrogate the negative charges in the domain. Using this streamlined strategy, we generated three distinct mutant alleles, individually disrupting each of these conserved protein domains and allowing us to interrogate protein structure and function *in vivo* (Fig 2E).

### The highly conserved second zinc finger is essential for the function of maternally deposited ZLD

We assessed the viability and fertility of each of the mutants we generated by counting the number of homozygous flies carrying the mutations as compared to heterozygous siblings (Fig 3). Flies homozygous for mutation of either the first zinc finger (ZnF1) or the acidic domain (EDD) were viable to near wild-type levels (Fig 3A). Both homozygous males and females were fertile. Similarly, hemizygous males carrying mutations in zinc finger 2 (ZnF2) were viable, albeit to a reduced degree, and were fertile. Homozygous ZnF2 mutant females were viable at reduced levels, but, in contrast to their male counterparts, were sterile (Fig 3A). Mutations in ZnF2 resulted in a maternal-effect lethal phenotype in which homozygous *zld*^*ZnF2*^ females lay fertilized embryos that arrest late in embryogenesis during stage 17 after tracheal branches have clearly formed. A subset (18%) of male and female adults homozygous for *zld*^*ZnF2*^ had small, malformed eyes, suggesting additional developmental processes were affected by the mutation. Thus, contrary to our expectations loss-of-function mutations in all three regions were dispensable for development to adulthood even though their conservation suggested they were required for ZLD function. Our mutational analysis delineated discrete maternal and zygotic functions for ZLD; maternal deposition of *zld* mutant for ZnF2 was lethal to the embryo, causing arrest late in embryogenesis, whereas zygotic expression of *zld* with a disruption in ZnF2 supported development to adulthood.

**Fig 3:**
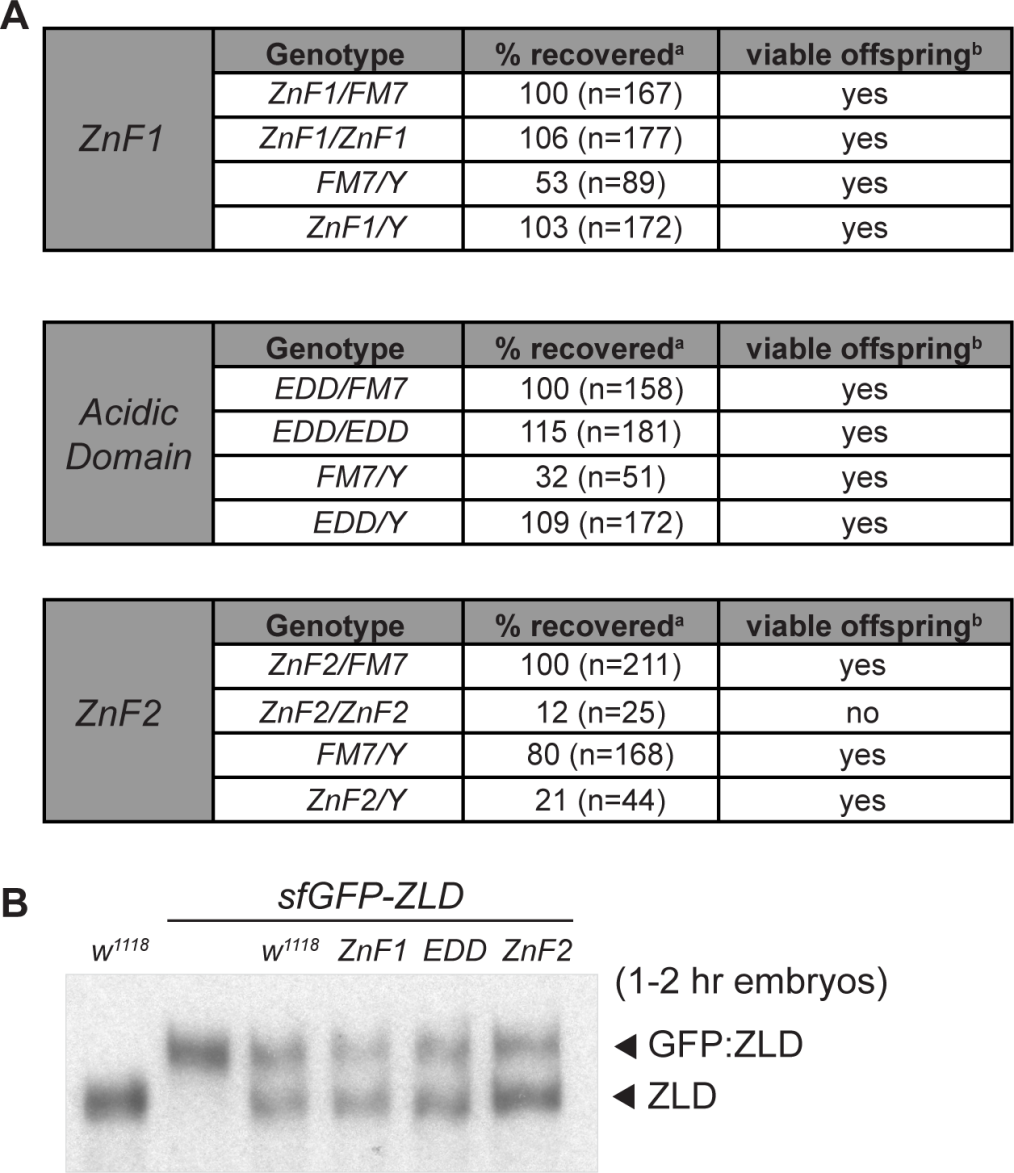
The second zinc finger in ZLD is required for maternal, but not zygotic function. (A) Viability and fertility of heterozygous and homozygous animals carrying point mutations in zinc finger 1 (ZnF1), the acidic domain (EDD), or zinc finger 2 (ZnF2). ^a^Percent recovered was calculated in comparison to heterozygous FM7 female siblings. Percent based on Mendelian inheritance. ^b^Viability was determined by crossing to a *w*^*1118*^ mate. (B) Immunoblots with anti-ZLD antibodies demonstrate wild-type levels of protein expression from alleles harboring point mutations in conserved domains. Protein levels were assayed on total protein lysate from embryos 1–2 hours after egg laying (AEL) maternally inheriting both the mutated allele and a superfolder GFP-tagged allele that is fully functional, allowing internal normalization.

To determine if protein stability was disrupted in any of the mutants, we compared expression of each mutant allele to a GFP-tagged endogenous, wild-type allele in heterozygous embryos. Embryos were laid by heterozygous females such that they received maternal deposition of RNA encoding both ZLD protein variants. Equivalent amounts of protein were expressed from alleles carrying mutations in ZnF1, ZnF2, or the acidic domain as compared to the GFP-tagged control (Fig 3B). Furthermore, the observed phenotype for the ZnF2 mutant was retained in trans-heterozygotes carrying a deletion in *zld* (*zld*^*294*^) (S1 Table). Thus, the maternal-effect lethality associated with maternal inheritance of *zld* mutant for ZnF2 was not a result of protein instability or a background mutation, but instead was the result of changes in ZLD function.

### Mutations in zinc finger 2 create a novel hyperactive allele

To test the functional importance of these conserved domains on ZLD-mediated transcriptional activation, we used our previously established cell-culture system to transiently express ZLD mutants and assay their ability to activate luciferase reporters [20]. ZLD with mutations in either ZnF1 or the acidic domain was able to activate transcription to a level similar to the wild-type protein (Fig 4), consistent with these mutations producing viable and fertile flies (Fig 3A, S1 Table). The single amino acid change (C554S) in the ZnF2 mutant significantly hyperactivated the *scute* reporter, resulting in luciferase activity at least 3-fold greater than wild type. None of the ZLD proteins activated gene expression from a mutant promoter, confirming the specificity of the assay. Immunoblots confirmed the expression of all mutated proteins was at approximately equivalent levels (Fig 4). These data suggest that ZnF2 may serve as an inhibitory domain that regulates the level of ZLD-mediated transcriptional activation. This conclusion is further supported by our previous data demonstrating that truncations to the N-terminus of ZLD that remove ZnF2 elevated transcriptional output [20].

**Fig 4:**
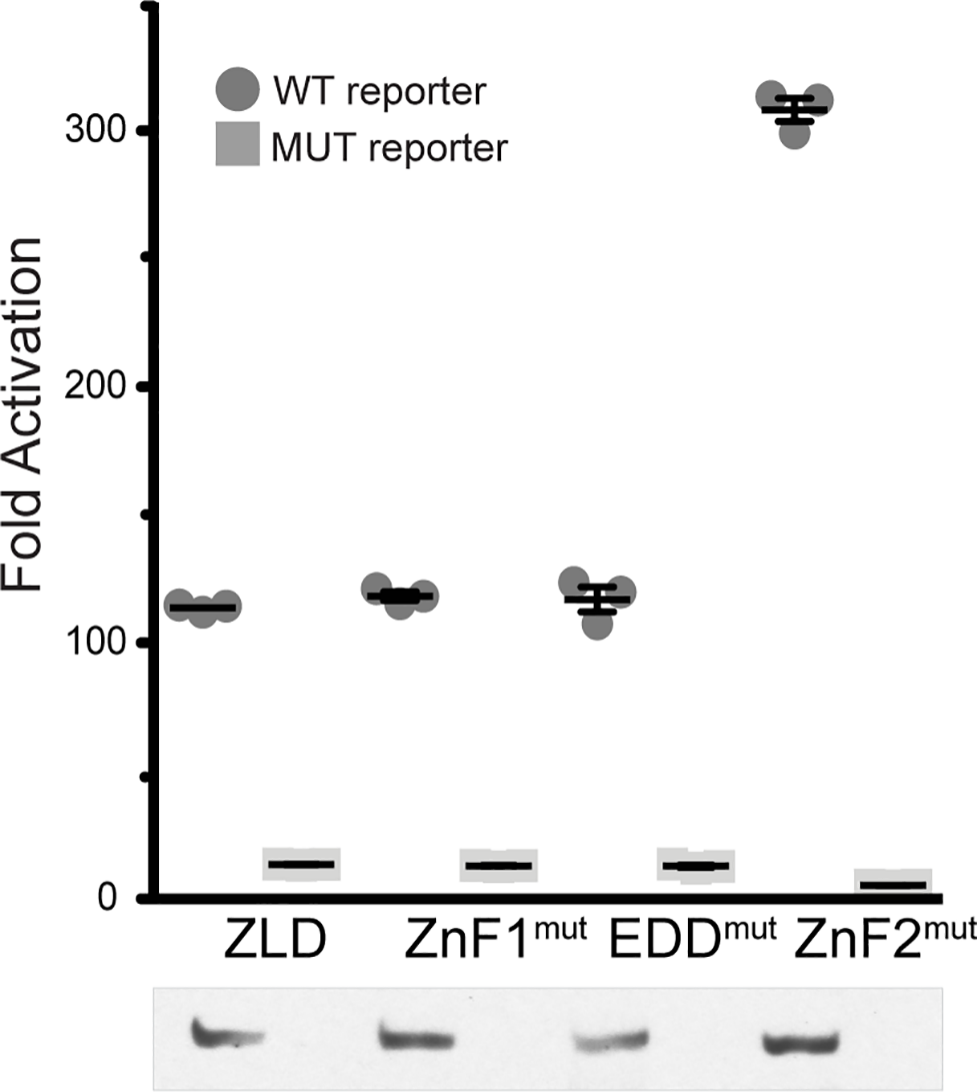
Mutation in the second C_2_H_2_ zinc finger of ZLD results in increased ability to activate transcription. Fold activation of luciferase reporters driven by either a wild-type *scute* promoter (WT) or one with mutations in the ZLD-binding sites (MUT). Immunoblot with anti-ZLD antibodies demonstrates comparable levels of ZLD expression. n = 3, error bars indicate +/- standard deviation.

Prior studies demonstrated that either overexpression of maternal *zld* or the loss of maternally deposited *zld* resulted in defects in nuclear division in the blastoderm embryo [17]. The similarity of the loss-of-function and overexpression phenotypes suggests that the early embryo is sensitive to the precise levels of ZLD activity and that both too little and too much activity is detrimental to embryonic development. To confirm the impact of ZLD overexpression, we used *mat-α-GAL4* to drive overexpression of a *UASp-zld* transgene. Overexpression of maternally deposited *zld* caused a late embryonic lethal phenotype similar to that of animals inheriting maternal *zld*^*ZnF2*^, albeit at a lower frequency (S1 Fig). Based on our tissue culture data and the fact that *zld* overexpression phenocopies the ZnF2 mutation, we propose that disruption of zinc finger 2 hyperactivated ZLD protein and that this increased activity was lethal to the embryo.

### Conserved residues outside of the C_2_H_2_ zinc finger are required for regulating ZLD activity

The second zinc finger in ZLD is the most highly conserved domain in the entire 1596 amino acid protein [25]. To determine whether conserved residues outside of the zinc-chelating amino acids of zinc finger 2 were required for function, we mutated four conserved residues (F561, S563, Y571 and N578) to alanine, generating the *zld*^*JAZ*^ allele (Fig 5A–5C). These residues were chosen because they are shared between the second zinc finger in ZLD and the consensus sequence for JAZ (Just Another Zinc finger)-domains (pfam: zf-C_2_H_2__JAZ), a domain initially identified in the mammalian double-stranded RNA-binding zinc finger protein JAZ (Fig 5A) [33]. Alanine substitutions in the JAZ domain did not affect protein stability (Fig 5D). Animals homozygous for *zld*^*JAZ*^ were viable at reduced frequencies, and males were fertile (Fig 5E). Females homozygous for this allele were sterile, laying embryos that later died (Fig 5E), phenocopying the *zld*^*ZnF2*^ mutants (Fig 3A, S1 Table). Cell-culture assays further demonstrated that mutating the JAZ-like domain hyperactivated transcription, similar to the serine substitution in C554 (Fig 5F). Thus, both zinc-chelation and residues conserved within the JAZ zinc finger domain are critical for negatively regulating the ability of ZLD to activate transcription.

**Fig 5:**
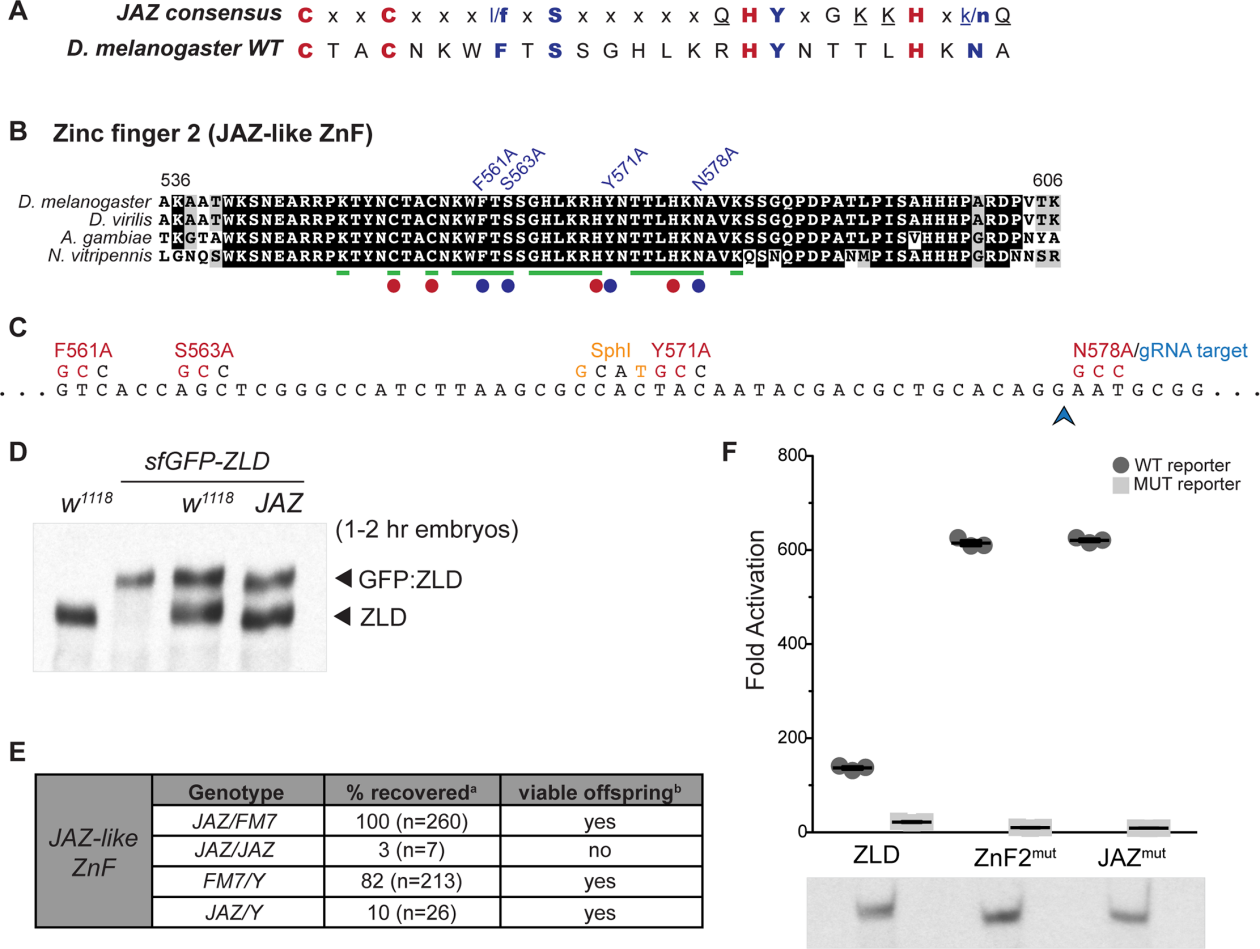
Conserved residues in the second zinc finger domain shared with JAZ-like zinc fingers are essential for wild-type ZLD activity. (A) Alignment of the second zinc finger of ZLD with the consensus amino acids in JAZ domains. Bold indicates amino acids shared between the consensus and ZLD with red indicating the zinc-chelating cysteines and histidines and blue indicating additional shared residues. Underlined residues are those that contact double-stranded RNA. (B) Alignment of amino acid sequence of second zinc finger in ZLD with other insect species. Green bars below the sequence indicate residues conserved in all arthropods that contain the ZnF2 domain, as identified by Ribeiro et al. [25]. Red dots indicate conserved cysteine and histidine domains in the C_2_H_2_ zinc finger. Blue dots indicate the amino acids conserved in JAZ zinc fingers. Point mutations generated in the endogenous *zld* locus by Cas9-mediated genome engineering are shown above. (C) Wild-type DNA sequence coding for the targeted ZLD domains (*below*) with mutated nucleotides generated by homology directed repair (*above*) are shown. Blue arrowhead indicates Cas9 cleavage site. (D) Immunoblot with anti-ZLD antibodies demonstrates wild-type levels of protein expression from the allele harboring point mutations in the conserved JAZ-domain amino acids. Protein levels were assayed on total protein lysate from embryos 1–2 hours after egg laying (AEL) maternally inheriting both the mutated allele and a superfolder GFP-tagged allele that is fully functional, allowing internal normalization. (E) Viability and fertility of heterozygous and homozygous animals carrying point mutations in the JAZ domain amino acids. ^a^Percent recovered was calculated in comparison to heterozygous FM7 female siblings. Percent based on Mendelian inheritance. ^b^Viablity was determined by crossing to a *w*^*1118*^ mate. (F) Fold activation of luciferase reporters driven by either a wild-type *scute* promoter (WT) or one with mutations in the ZLD-binding sites (MUT). Immunoblot with anti-ZLD antibodies demonstrates comparable levels of ZLD expression. n = 3, error bars indicated +/- standard deviation.

### ZnF2 is essential for regulating maternal mRNA clearance and zygotic genome activation during the MZT

The cell-culture assays demonstrated that the JAZ-like ZnF2 negatively regulated ZLD activity. This raised the possibility that the lethality in embryos inheriting *zld* with mutations in this domain might result from hyperactivation of ZLD targets. 

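Messenger RNA was sequenced from 6 samples of stage 5 embryos, the stage at which the blastoderm cellularizes. 3 samples came from embryos of *w1118*, the wild-type control strain, and 3 from embryos laid by females homozygous for *zld* ZnF2. According to the methods, 100 bp single-end reads were trimmed and filtered in Galaxy, mapped to dm6 with RNA-STAR, assembled into transcripts with Cufflinks and compared between the genotypes with Cuffdiff. The authors' deposited table holds the result of that comparison for 16596 loci. For each locus it gives an FPKM (expression normalized for transcript length and the number of mapped reads) for *w1118* and for *zld* ZnF2, their log2 fold change, a p-value and a q-value, which is the p-value corrected for the number of loci tested. Each FPKM stands for the 3 samples of a genotype together, so no spread between replicates, total number of reads per sample or depth can be given, and the only measure of replicate error is the one inside the authors' p-values. Cuffdiff tested 7080 loci and left 9516 untested. A locus can hold several overlapping genes, which then share its values, and this was the case for 381 of the tested loci. Of the 17299 gene symbols in the table, 17229 were matched to a FlyBase identifier whose annotated position overlaps the locus. Every locus on the X chromosome (2535), chromosome 4 (110) and the Y chromosome (71) is listed at an FPKM of 0 in both genotypes and was not tested. *Act5C*, a cytoplasmic actin gene of the X chromosome that all cells use, is among them, so a value of 0 on these chromosomes is not read as absence of the mRNA. On 2L, 2R, 3L and 3R, 3427 of 13880 loci are listed at 0 in both genotypes. The comparisons of expression below therefore cover these 4 arms only. A locus was counted as higher or lower in *zld* ZnF2 when its q-value was under 0.05 and its fold change over 2, the limits of Fig 6A.

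**Figure D1:**
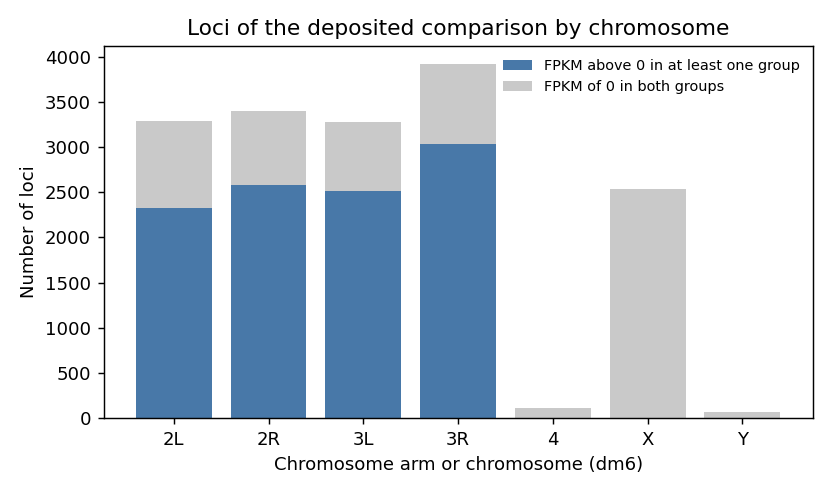
Number of loci in the authors' deposited table (y-axis) on each chromosome arm or chromosome of dm6 (x-axis). Blue bars are loci with an FPKM above 0 in at least one genotype and grey bars are loci at 0 in both; the bars of chromosomes 4, X and Y are grey throughout, while on 3R 887 of 3921 loci are at 0.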

To determine the functional consequences of the *zld*^*ZnF2*^ allele on early gene expression, we performed mRNA-sequencing on hand-sorted stage 5 embryos with wild-type maternal *zld* (*w*^*1118*^) or *zld*^*ZnF2*^ (C554S). The high degree of reproducibility amongst the three replicates (S2 Fig) allowed us to identify genes misexpressed in embryos inheriting the mutated version of *zld* (Fig 6). 

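*zld*, which the authors' deposited table lists by its older symbol *vfl*, is at an FPKM of 0 in both genotypes like all loci of the X chromosome, so its mRNA level could not be compared. The same holds for *scute* (*sc*, X chromosome, 396060 to 397497). By the authors' Cuffdiff test, 284 loci were higher and 250 loci were lower in *zld* ZnF2 than in *w1118*, or 4.01% and 3.53% of the loci tested. Counted by gene symbol, these loci hold 297 and 271 genes. With the fold change limit raised from 2 to 3, 116 loci were higher and 119 were lower. The median log2 fold change in the authors' deposited table was 1.48 over the higher loci and -1.53 over the lower loci, against -0.01 over the 5524 tested loci with an FPKM of at least 1 in both genotypes. The median FPKM of the higher loci was 5.10 in *w1118* and 13.9 in *zld* ZnF2, and that of the lower loci 32.0 and 10.4. 9 of the higher loci are listed at an FPKM of 0 in *w1118* and 16 of the lower loci at 0 in *zld* ZnF2.

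Among single-gene loci with an FPKM of at least 1 in both genotypes, the largest rise in the authors' deposited table was that of *gammaTub37C* (2L, 19183863 to 19185726), from an FPKM of 1.53 in *w1118* to 120.7 in *zld* ZnF2, a log2 fold change of 6.30 (q = 0.00198, Cuffdiff); S2 Table lists it as a maternal gene. It was followed there by *gsb* (2R, 25061964 to 25064643) with a log2 fold change of 3.58, *edl* (2R, 18667527 to 18673536) with 3.50 and *mfas* (3R, 11984862 to 11993315) with 3.48, all at that same q, the smallest in the table. *CG7191* (2L, 7767628 to 7775033) had a log2 fold change of 2.82 in the authors' deposited table with a larger q of 0.0264. The largest fall was that of *CG8147* (now *phu*; 3R, 9494801 to 9496723), from an FPKM of 91.1 to 2.60, a log2 fold change of -5.13 in the authors' deposited table. *CG45087* (2R, 18536767 to 18539416), *CG5080* (2L, 1160290 to 1163886) and *Uch* (2L, 2212738 to 2214211) had log2 fold changes of -3.71, -3.27 and -3.23 in the authors' deposited table. *Cpr47Eg* (2R, 11277957 to 11278445) had -3.11 in the authors' deposited table, with a q of 0.0338.

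**Figure D2:**
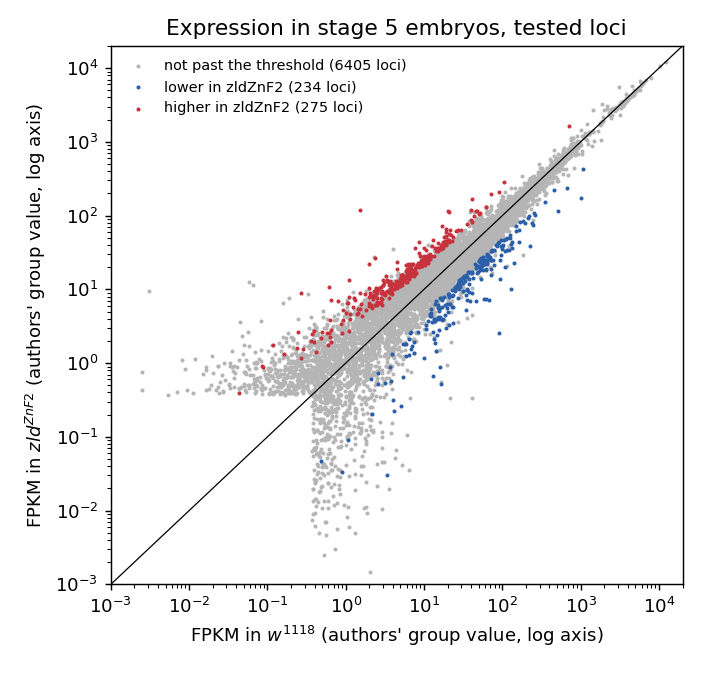
FPKM in *zld* ZnF2 (y-axis, log scale) against FPKM in *w1118* (x-axis, log scale) for 6914 tested loci, 1 point per locus, with the line of equal expression. Red points are higher and blue points lower in *zld* ZnF2; the other 166 tested loci, with an FPKM of 0.001 or less in either genotype, are not drawn. *gammaTub37C* is the red point far above the line at an FPKM of 1.53 in *w1118*.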

We identified 287 genes that were up-regulated in the *zld*^*ZnF2*^ mutant and 270 genes that were down-regulated (Fig 6A and S2 Table). Stage 5 embryos possess both mRNAs that have been deposited by the mother along with newly transcribed zygotic mRNAs. To distinguish between these two classes of mRNAs, we used previously published data to determine whether the mis-regulated genes were maternally, zygotically or both maternally deposited and zygotically expressed (mat-zyg) [34]. 74% (n = 212) of up-regulated genes were zygotically expressed, including those expressed exclusively in the zygote and those maternally deposited and zygotically expressed (Fig 6B). By contrast, only 11.5% (n = 31) of the genes that were down-regulated were zygotically expressed. 

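S2 Table gives the class of expression of each gene called by the authors. Of its 287 up-regulated genes, 279 could be matched to the RNA-seq loci. All 279 are among the higher loci, which come from the same comparison by the authors at the same limits, so this overlap is no independent test. The identifiers of the other 8 are not in the annotation used. 204 of the 279 (73.1%) are listed as zygotic or mat-zyg, made up of 96 expressed exclusively in the zygote and 108 mat-zyg genes. 65 are listed as maternal and 10 in none of these classes. The exclusively zygotic genes had a median FPKM of 3.64 in *w1118* and 12.0 in *zld* ZnF2, and the mat-zyg genes 6.17 and 16.1, both taken over the authors' values per genotype. No gene of the up-regulated or down-regulated lists with a position in the annotation, 543 of 557, lies on chromosome 4, X or Y.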

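Of the 270 down-regulated genes of S2 Table, 264 could be matched, and all 264 are among the lower loci of that same comparison. 29 of them (11.0%) are listed as exclusively zygotic. With the 6 mat-zyg genes, which were counted as zygotic among the up-regulated genes, the number is 35 (13.3%). The median log2 fold change of the 29 exclusively zygotic genes was -1.67.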

73% (n = 197) of the down-regulated genes were maternally deposited (Fig 6B). Thus, the majority of the up-regulated genes were zygotically expressed while the majority of the down-regulated genes were maternally deposited.

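193 of the 264 matched down-regulated genes (73.1%) are listed as maternal. Their median FPKM was 35.5 in *w1118* and 13.2 in *zld* ZnF2, and their median log2 fold change was -1.47. The 36 down-regulated genes listed in none of the classes had lower levels and larger falls, with a median FPKM of 5.64 in *w1118* and 0.367 in *zld* ZnF2.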

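Maternal genes thus made up 23.3% of the matched up-regulated genes, compared with their share of the down-regulated genes above. The share of zygotic and mat-zyg genes among the higher genes was between 72.8% and 77.8% under the thresholds and filters tried. The share of maternal genes among the lower genes was between 64.0%, over genes that fell more than 3-fold, and 79.1%, over genes with an FPKM of at least 1 in both genotypes. S2 Table names the members of these classes only among genes called by the authors, so the shares were not set against the tested genes that did not change; the odds ratios of the paper's own test against all classified genes are in S2 Table.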

**Fig 6:**
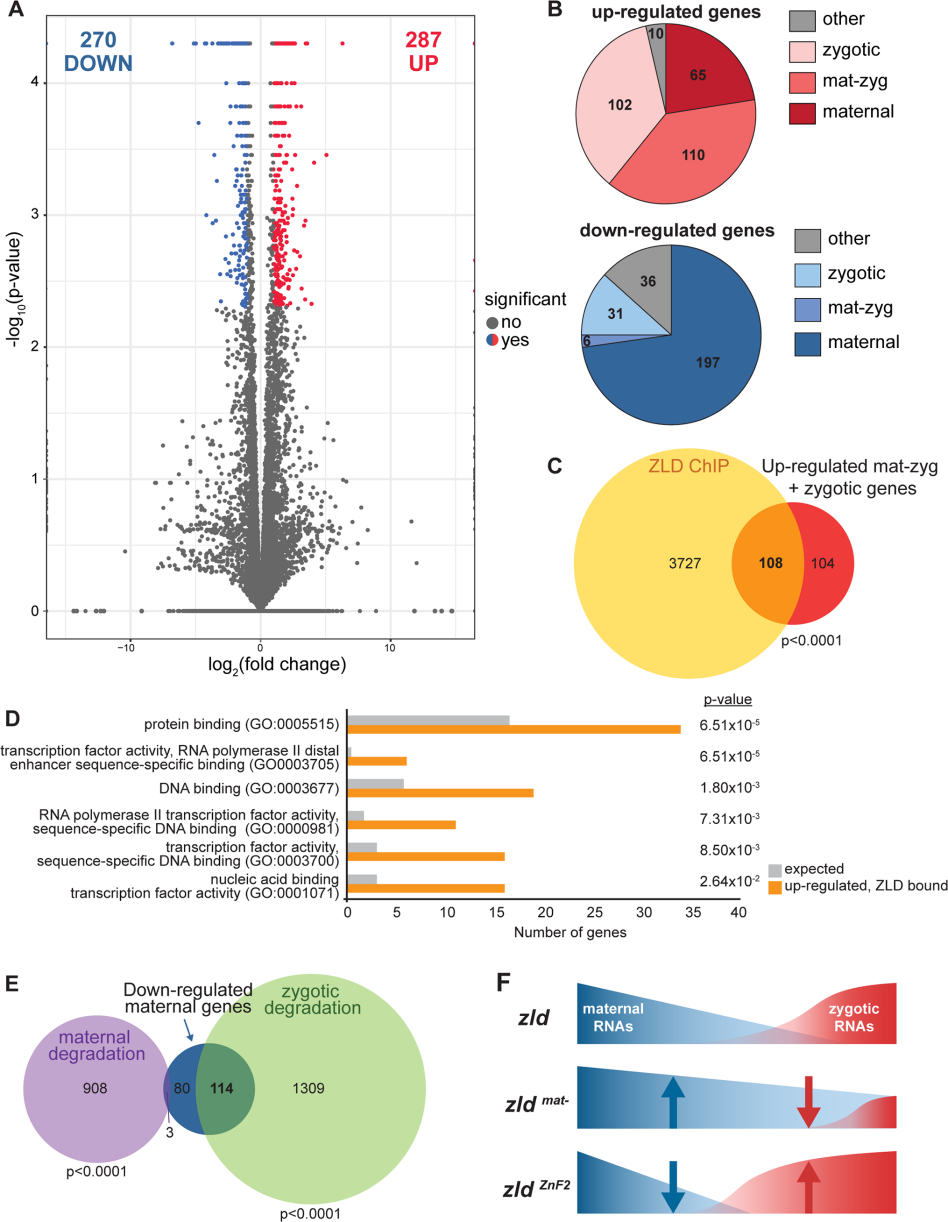
Mutation of the second zinc finger results in both increased zygotic genome activation and maternal RNA degradation during the MZT. (A) Volcano plot showing log2 fold change values (x-axis) by–log10 corrected p-values (y-axis) for all genes identified by RNA-seq. Data represent a comparison of gene expression in embryos laid by either mothers with C554S mutation in zinc finger 2 (*zld*^*ZnF2*^) or by *w*^*1118*^ mothers. Genes that are significantly altered in expression (p-value < 0.05, > 2 fold change) are indicated as red dots (up-regulated) or blue dots (down-regulated). (B) Numbers of up-regulated (red) and down-regulated genes that are maternally expressed (maternal), zygotically expressed (zygotic) or both maternally and zygotically expressed (mat-zyg). Classification of gene expression is as defined in Lott et al. 2011 [34]. (C) Venn diagram showing the overlap of up-regulated, zygotically expressed genes and genes bound by ZLD (as defined by ChIP-seq in Harrison et al. 2011 [13]). (D) GO term enrichment for up-regulated genes associated with ZLD-binding sites. (E) Venn diagram showing the overlap of down-regulated, maternally expressed genes with the sets of genes subject to maternal or zygotic degradation pathways as defined in Thomsen et al. 2010 [10]. p-values are calculated by Fisher’s exact test (S2 Table). (F) Model of the effects on maternal and zygotic gene expression over the MZT due to maternal inheritance of *zld* mutants.

ZLD is required for transcriptional activation of hundreds of zygotic genes during early embryogenesis [13–15,35]. Thus, we tested whether the hyperactive *zld*^*ZnF2*^ allele up-regulated expression of direct ZLD-target genes. We used our previous ZLD ChIP-seq data to identify ZLD-bound regions in the stage 5 embryo and associated them with the nearest gene to identify 3836 potential direct ZLD targets [13]. More than half of the genes up-regulated in embryos inheriting the *zld*^*ZnF2*^ allele overlapped with likely direct ZLD targets (Fisher’s exact test, p < 0.0001 (S2 Table)), suggesting that these genes were directly hyperactivated by the mutant ZLD protein (Fig 6C). 

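S2 Table lists the up-regulated zygotic and mat-zyg genes that are associated with ZLD-bound regions. 104 of the 204 higher genes of these classes (51.0%; 95% Wilson confidence interval 44.2% to 57.8%) are on that list. The ZLD-bound genes had a median log2 fold change of 1.53, and the 100 others of 1.49. The largest rises among the ZLD-bound genes in the authors' deposited table were those of *lectin-21Cb* (2L, 620298 to 621201), which is listed at an FPKM of 0 in *w1118* and 0.553 in *zld* ZnF2, *Ect3* (3R, 11999278 to 12003516), with a log2 fold change of 5.06 from an FPKM of 0.269, and *Tet* (3L, 2786207 to 2879158), with 3.92 from an FPKM of 0.118. At such low FPKM, adding 1 to each value gave *lectin-21Cb* a log2 fold change of 0.64, under the 2-fold limit, and reduced that of *Ect3* to 2.98 and that of *Tet* to 1.31. *gsb* and *edl* came next. ZLD-bound genes whether or not they passed the threshold were described through 1999 genes of the paper's ZLD ChIP list, a part of that list. The 958 of them that were tested and had an FPKM of at least 1 in either genotype had a median log2 fold change of 0.00. This lay at percentile 81.8 of the medians of 10000 random lists of the same size matched on mean expression, within their central 95% (-0.05 to 0.03). The random lists hold the other ZLD-bound genes too, which draws the comparison towards no difference, so it does not show that ZLD-bound genes were unchanged.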

To determine the regulatory networks influenced by ZLD^ZnF2^ hyperactivity, we identified enriched Gene Ontology (GO) terms for the 108 likely direct targets. The most enriched GO terms were related to transcription-factor activity, DNA binding, and RNA Pol II activity (Fig 6D). Misexpression of these genes may therefore affect multiple downstream processes required for embryonic development, ultimately leading to the late-stage lethality of these embryos.

Zygotic gene activation is coordinated with the degradation of maternally deposited RNAs during the MZT. Two sets of machinery remove maternally deposited transcripts from the early embryo with one functioning just after fertilization and one functioning later during genome activation [2,5]. The early decay pathway is encoded by maternal factors and is triggered by egg activation. The late-decay pathway is encoded by zygotic factors expressed at the onset of zygotic genome activation [10,12]. Because we found an enrichment for maternally deposited mRNAs amongst the down-regulated transcripts in the embryos inheriting maternal *zld*^*ZnF2*^, we hypothesized that mRNAs in these mutant embryos might be precociously degraded due to hyperactivation of the zygotic genome. To test this, we determined whether the down-regulated mRNAs corresponded to genes subject to either the early or late decay pathways [10,12]. 

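S2 Table gives the genes of mRNA decay classes II, III and IV of Thomsen et al.. Of the 193 down-regulated maternal genes matched here, 113 (58.5%) are in class IV, the exclusively zygotically degraded mRNAs. A further 3 (1.55%) are in the maternally degraded classes, class II (exclusively maternally degraded) or class III (maternally degraded and transcribed). To include genes that did not pass the threshold, all 6225 tested genes with an FPKM of at least 1 in *w1118* and a FlyBase identifier were taken as background. Of the 1059 class IV genes among them, 118 (11.1%) were lower in *zld* ZnF2, against 2.83% of the other genes, an odds ratio of 4.31 (two-sided Fisher's exact test across genes, p = 4.51e-27). Of the 626 class II and III genes, 4 (0.639%) were lower, against 4.64% of the other genes, an odds ratio of 0.132 (same Fisher's exact test, p = 2.67e-08). Genes are not independent replicates, so these p-values describe how the calls fall among the classes and not the error between embryos. Over 3-fold, the class IV odds ratio was 2.13 (Fisher's exact test, p = 0.000335) and that of classes II and III 0.304 (p = 0.00874), the values nearest to 1 among the settings tried.

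The shift extended to the whole classes. The median log2 fold change was -0.41 over 1057 class IV genes, of which 76.7% were below 0, and 0.80 over 626 class II and III genes, of which 14.7% were below 0. The first median was lower, and the second higher, than in every one of 10000 random lists of the same size matched on mean expression. The median was 0.99 for class III alone and 0.52 for class II alone. As class III mRNAs are also transcribed, neither the rise of classes II and III nor their low odds ratio measures decay alone. The largest falls among the down-regulated maternal class IV genes in the authors' deposited table were log2 fold changes of -4.18 for *Tsp66E* (3L, 8912499 to 8932065), -2.85 for *hoe1* (2L, 4908581 to 4932384), -2.74 for *CG7601* (3R, 29735269 to 29736745), -2.74 for *muskelin* (2R, 12628697 to 12632378) and -2.70 for *dpr6* (3L, 9974651 to 10139360). The 3 genes of class II or III were *CG4570* (3R, 10856807 to 10858066) and *CG8026* (2R, 9186670 to 9192096) of class II and *Ady43A* (now *Adk3*; 2R, 7243024 to 7245776) of class III, with log2 fold changes of -2.14, -1.88 and -1.92 in the authors' deposited table. The value of *CG8026* is that of a locus it shares with *CG45085*.

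**Figure D3:**
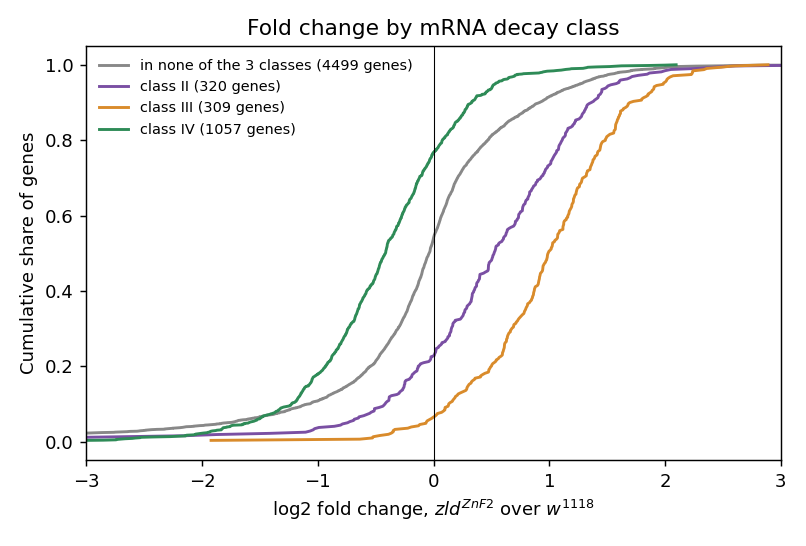
Cumulative share of genes (y-axis) by log2 fold change of *zld* ZnF2 over *w1118* (x-axis) for tested genes with an FPKM of at least 1 in *w1118* and a finite fold change, by mRNA decay class; genes beyond 3 in either direction fall outside the x-axis. The class IV curve lies to the left of the 4499 genes in none of the 3 classes over most of its course (median -0.41 against -0.04), and the curves of class II (median 0.52, 320 genes) and class III (median 0.99, 309 genes) lie to the right.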

58% (n = 114) of the down-regulated maternal mRNAs overlap with mRNAs subject to degradation late during the MZT, while just 1.5% (n = 3) were degraded early in the MZT (Fig 6E). These data support a model whereby ZLD^ZnF2^ hyperactivates a set of zygotic genes and that this leads to precocious decay of a set of maternally deposited mRNAs (Fig 6F).

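With all genes past the threshold left out, the median log2 fold change of the remaining 929 class IV genes was -0.34. This median was again lower than in every one of 10000 matched random lists. Older *zld* ZnF2 embryos could give such a fall across class IV too. The fall cannot be told apart from a difference in age with these data, as described under the other observations. The paper proposes that hyperactive ZLD raises zygotic transcription and thereby brings forward the zygotic pathway that degrades maternal mRNAs. Its RNA-seq grounds are the excess of zygotically expressed genes among the up-regulated genes and their overlap with ZLD-bound genes. A further ground is the excess of late-decay over early-decay mRNAs among the down-regulated maternal genes. For the hyperactivity itself, the paper also draws on its reporter assays in cell culture and on overexpression of maternal *zld*.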

## Discussion

The dramatic changes in cell fate that occur during the MZT require precise coordination of activation of the zygotic genome and degradation of the maternally deposited products that drive the initial stages of embryogenesis. For development to proceed, this transition must be smoothly executed. In *Drosophila*, ZLD is required for this transition and facilitates activation of hundreds of zygotic genes. Using a combination of evolutionary analysis, Cas9-mediated genome editing and high-throughput sequencing, we identified an essential regulatory domain within ZLD. Our data demonstrate a maternal-specific function for the highly conserved second zinc finger and suggest that the early embryo is exquisitely sensitive to precise regulation of ZLD activity.

### Structure-function analysis of ZLD using targeted Cas9-mediated mutagenesis

*D*. *melanogaster* have been a premier organism for studies of gene regulation and development for over a century, but studies have been limited by the inability to precisely engineer mutations in the genome using homologous recombination. Our establishment of Cas9-mediated genome engineering in *D*. *melanogaster* overcame this limitation [29]. Here we have used this facile method of gene editing to identify the functional domains of the essential transcription factor ZLD. We developed a molecular screening strategy that enabled us to generate four distinct mutations to directly query the necessity of conserved protein domains. Editing the endogenous locus provided confidence that any phenotypes we observed were not due to differences in levels or localization of gene expression that might result from the use of a transgene. This was supported by confirmation that all the mutations we generated were expressed at endogenous levels. Thus, we are confident that the absence or presence of a clear mutant phenotype represented the endogenous requirement for specific protein sequences. Our use of genome editing to determine the requirements for specific protein domains within ZLD highlights more generally the power of Cas9-mediated editing to characterize protein structure and function. The easy PCR-based screening approach described here allows for the generation and identification of novel alleles in as little as one months time, providing an additional powerful tool to study gene function in *Drosophila*.

Cas9-mediated genome editing also enabled us to specifically determine the protein expression pattern from a conserved splice isoform of *zld* that is predicted to produce a truncated protein product. Using a combination of an isoform-specific mCherry tag, a targeted deletion, and immunoblot, we clearly demonstrated that while *zld-RD* may be expressed as an RNA it is not translated at detectable levels in either the embryo or the larval wing disc and is not required for viability (Fig 1). Visualization of an N-terminal mCherry tag that marks all possible ZLD isoforms demonstrated that ZLD is expressed in embryos well past the MZT (Fig 1B–1D). Thus, the 1596 ZLD-PB isoform that binds DNA and drives transcriptional activation is likely the predominant protein product at all stages of development and in all cell types.

### The JAZ-like zinc finger domain regulates ZLD transcriptional activity

A single *zld* ortholog with a set of highly conserved domains is found within the genomes of insects and some crustaceans. These ZLD orthologs are required for embryonic development and transcriptional activation within multiple insect species [20,25,36]. We had previously shown that ZLD-mediated transcriptional activation in *Drosophila* cell culture did not require either of the conserved N-terminal C_2_H_2_ zinc fingers or a recently identified conserved acidic patch [20,25]. Here, we used Cas9-mediated genome editing to test the functional significance of these conserved domains *in vivo* by generating point mutations that were likely to result in loss of function. We individually mutated both conserved N-terminal zinc fingers as well as the acidic patch (Fig 2). Because coordination of zinc ions plays an essential structural role in zinc finger domains [37], the cysteine-to-serine mutations are likely to lead to structural changes that abrogate function. Similarly, removing acidic residues from the acidic patch is likely to disrupt any interactions that rely on the negative charge of these residues. For example, it has been suggested that this negatively charged domain might contact positively charged histones [25], and the alanine substitutions would be expected to block this interaction. Mutation of either the first zinc finger or the acidic patch did not disrupt the ability of ZLD to activate transcription in culture (Fig 4), consistent with our previous cell-culture studies [20], and mutant flies homozygous for these mutations were viable and fertile (Fig 3). These domains are therefore not necessary for ZLD-mediated transcriptional activation in *D*. *melanogaster*.

In contrast to the high degree of sequence conservation of the six C_2_H_2_ zinc fingers present in *D*. *melanogaster* ZLD, sequence alignments have identified an additional zinc finger (ZF-Novel) in the N-terminus of ZLD orthologs in multiple insect species that has been eroded in *Drosophila* [25]. Thus, this novel zinc finger domain may have functions specific to other species. It will be interesting to investigate whether there is a phenotypic consequence of introducing such a zinc finger into *D*. *melanogaster* ZLD. Nonetheless, the high-degree of conservation amongst the six zinc fingers maintained in *D*. *melanogaster* suggests they have a function that has led to their retention. Our data demonstrated that specific conserved residues within these domains are not required for viability or fertility. It remains possible that additional residues within these conserved domains are sufficient for functionality, that these domains have redundant functions, that they are instrumental in other as of yet unidentified functions for ZLD or that they serve as a buffer against environmental perturbations during development.

We demonstrated that the second zinc finger of ZLD is required for female fertility. This zinc finger is the most highly conserved domain of the entire protein and has similarity to the double-stranded RNA-binding, JAZ-like zinc finger family [17,20,25,33]. We generated two distinct loss-of-function alleles by mutating either a required zinc-chelating cysteine or four residues that are shared with the JAZ zinc finger domains. These mutations resulted in maternal-effect lethality due to an increase in ZLD-mediated transcriptional activation (Figs 4–6). Thus, we propose that this domain suppresses the ability of ZLD to activate transcription. While ZnF2 has the canonical architecture of the JAZ-like C_2_H_2_ zinc finger, it lacks positively charged lysine residues that are conserved in double-strand RNA-binding zinc fingers and are thought to be required for RNA binding [38]. Therefore, it is unlikely that this domain functions through interaction with double-stranded RNA. Co-immunoprecipitations failed to identify homotypic interactions between differently tagged ZLD molecules, suggesting that ZLD does not multimerize [20]. Nonetheless, it remains possible that this domain could inhibit ZLD activity by preventing multimerization. It is likely that this domain interacts with a protein partner, a nucleic acid, or intramolecularly within ZLD to effect its suppression of transcriptional activation. To date, no such interactions within ZLD or between ZLD and a protein or RNA partner have been identified.

### ZnF2 serves as an inhibitory domain essential for regulating gene expression during the maternal-to-zygotic transition

*zld* is required as a maternally deposited mRNA that is translated following fertilization. Embryos lacking maternally deposited *zld* die early in embryogenesis due to a failure to undergo the MZT [14]. Embryos homozygous mutant for zygotic *zld* die late in embryogenesis [14,17], but the cause of this lethality is currently unknown. While ZLD is required throughout embryogenesis for viability, it was previously unclear if there were functions distinctly required at either stage of development. The maternal-effect lethality we demonstrate for mutations in the second zinc finger provides the first evidence of separable functional requirements for maternal and zygotic ZLD. Using both tissue culture assays and RNA-sequencing, we showed that this highly conserved zinc finger suppresses the ability of ZLD to activate transcription. Thus, early embryonic development is particularly affected by these mutations. Based on these data, we propose that the early embryo is exquisitely sensitive to ZLD activity such that too little or too much is lethal to the embryo.

One possible explanation for the maternal-specific nature of mutations in ZnF2 is that a cofactor that binds this domain and suppresses activity is only expressed in the early embryo. In this case, loss-of-function alleles would lead to loss of cofactor binding specifically in the early embryo. The fact that we identified increased ZLD-mediated transcriptional activation by ZnF2 mutants in S2 cells demonstrates that any such cofactor must also be expressed in these cells. Because S2 cells are derived from late-stage embryos and *zld* is not normally expressed in these cells [39], we propose that any factor that mediates the ZnF2-mediated inhibition is likely broadly expressed during development. Rather than stage-specific expression of a cofactor, we suggest that the maternal-specific nature of the allele is the result of distinct features of the early embryo that makes this time in development particularly sensitive to ZLD activity. Supporting this hypothesis, we have previously demonstrated that ZLD protein levels are controlled in the early embryo and that ZLD levels increase when its activity is first required [13]. Furthermore, in all insects studied only a single *zld* ortholog has been identified despite extensive expansion of other transcription factor families [25]. This suggests that even a single extra copy of the *zld* locus may be detrimental to development.

Both the mutations we generated in zinc finger 2 and the overexpression of maternally deposited *zld* result in late embryonic lethality rather than lethality during the MZT when the resulting protein is expressed. Our RNA-sequencing data suggest that mutation in ZnF2 results in precocious activation of the zygotic genome (Fig 6). This is supported by our demonstration that not only are a subset of ZLD-target genes up-regulated in these mutants, but that there is a coordinated decrease in levels of maternally deposited mRNAs. These maternal mRNAs are enriched for those that depend on zygotic transcription for degradation. Increased activation of ZLD-target genes and precocious degradation of maternal mRNAs leads to misregulation of genes essential for subsequent patterning of the embryo, including transcription factors as evidenced by our GO term analysis. These changes in gene expression levels are likely to have cascading effects that result in the subsequent lethality later in embryonic development.

The first few hours of embryonic development require the rapid transition from a specified germ cell to a population of totipotent cells. A maternally provided program controls the transition from maternal to zygotic control to drive these dramatic changes in cell fate. The coordination of this event is facilitated by the requirement for zygotically encoded proteins to degrade a population of maternally provided transcripts. As a master regulator of transcriptional activation in the zygote, ZLD is essential for executing this transition with precision. Here we have shown that ZLD activity is strictly controlled through a conserved, maternal-specific inhibitory domain–the lack of ZLD, its overexpression, or its hyperactivity via mutations in the inhibitory domain are all lethal to the embryo. We propose that rapid transitions in cell fate, such as those that occur during the MZT, must be precisely executed and that this requires tight control of both the levels and activities of the master regulators of these cell fate changes.

## Materials and methods

### Antibodies and plasmids

Antibody used for immunoblots were rabbit anti-ZLD antibodies at 1:750 [40]. Firefly luciferase reporters containing the *scute* promoter were previously described in Hamm et al. 2015 [20]. *Actin*:*renilla* was used to control for transfection efficiency [41]. Protein coding regions were cloned into pAc5.1 (Invitrogen) for protein expression in S2 tissue culture cells. PCR was used to amplify the open reading frames of *zld* containing point mutations from genomic DNA obtained from engineered CRISPR mutants. Amplified products were cloned into pAc5.1 for expression in *Drosophila* S2 cells.

### Cell culture and dual-luciferase assays

*Drosophila* S2 cells were cultured at 25°C in Schneider’s Media (Life Technologies) supplemented with 10% Fetal Bovine Serum (Omega Scientific) and antibiotic/antimycotic (Life Technologies). Transfections were performed in triplicate in 24 well dishes with a total of 300 ng of DNA using Effectene Transfection Reagent (Qiagen). Luciferase assays were performed using the Dual Luciferase assay system (Promega). Fold activation was determined by comparison with transfections using a plasmid containing the *actin* promoter but no expression sequence. Representative data sets are shown with error bars indicating the standard deviation.

### Fly stocks

Fly strains used in this study include: *w*^*1118*^, *vasa-Cas9* (BDSC #51324); *w*^*1118*^*; Cyo*, *P{Tub-PBac\T}2/wg*^*Sp-1*^ (BDSC #8285), *mat-α-GAL4-VP16* (BDSC #7062), *wzld*^*294*^*/FM7* [14]. *UASp-zld* flies were made by PhiC31 integrase-mediated transgenesis into the M{3xP3-RFP.attP}ZH-86Fb docking site (BDSC #24749). The following *zld* mutant alleles were generated using Cas9-mediated genome engineering (outlined in detail below): *sfGFP-zld*, *mCherry-zld-RB*, *zld-RD-mCherry*, *zld-RD* deletion, *zld*^*ZnF1*^ *zld*^*EDD*^, *zld*^*ZnF2*^, *zld*^*JAZ*^.

### Cas9 genome engineering

#### Molecular reagents

gRNAs–gRNA sequences were identified using flyCRISPR Optimal Target Finder [42] and sequences are listed in S3 Table. Target-specific sequences for *zld* were cloned into the BbsI site of pU6-BbsIchiRNA [29].

double-stranded DNA (dsDNA) donor–The dsDNA donor templates for homologous recombination contained 1-kb homology arms flanking a *3xP3-DsRed* cassette [42] and a *sfGFP-* or *mCherry*- coding sequence downstream of the start codon of *zld-RB*, or a *mCherry* coding sequence just upstream of the stop codon of exon 2, which codes for the alternative splice isoform *zld-RD*.

single-stranded donor oligonucleotide (ssODN)–The ssODN donor templates for homologous recombination contained >50bp homology directly adjacent to the Cas9-mediated double stranded break and desired point mutations in the target locus. Silent mutations were engineered in the ssODN to mutate the gRNA target sequence and to introduce a novel restriction digest site. Integrated DNA Technologies synthesized the ssODNs.

Plasmids were purified with a HiSpeed Plasmid Midi Kit (Qiagen). Injection mixes were prepared in ultra-pure H2O and contained either 500ng/μl dsDNA donor plasmid and 250ng/μl gRNA plasmid, or 200ng/μl ssODN and 100ng/μl gRNA(s) plasmid. Constructs were injected into *w*^*1118*^*; PBac{y[+mDint2] = vas-Cas9}VK00027* (BDSC #51324) embryos. Injections were performed by Bestgene Inc.

#### Screening

sfGFP- and mCherry-tagged zld isoforms–*zld* alleles containing fluorescent tags were generated using Cas9-mediated genome editing and homology-directed repair from a dsDNA donor. Two gRNA plasmids and a dsDNA donor plasmid were injected into *vasa-Cas9* embryos (as described above). Engineered lines were identified by DsRed expression in the eye. piggyBac transposase was subsequently used to cleanly excise the DsRED marker [43] followed by sequence confirmation of precise tag incorporation.

*zld-RD* deletion–Two gRNA plasmids targeting sequence flanking the downstream coding exon for *the zld-RD* isoform and an ssODN containing attP sequence were injected into *vasa-Cas9* embryos (as described above). PCR was performed using primers flanking the target locus, and NHEJ products were resolved on a 0.8% agarose gel and visualized under UV light. *zld-RD* deletion alleles were confirmed by sequence analysis.

*zld* targeted point mutations–*zld*^*ZnF1*^ *zld*^*EDD*^, *zld*^*ZnF2*^, *zld*^*JAZ*^*–zld* alleles containing point mutations within highly conserved domains were generated using Cas-9 mediated genome editing and homology-directed repair from a ssODN. A single gRNA plasmid and a ssODN were injected into *vasa-Cas9* embryos (as described above). Adults that developed from injected embryos were individually crosses to *w*^*1118*^. The offspring were crossed in batch (~10 flies per cross) to their siblings or FM7 balancer and given several days to mate. Genomic DNA was extracted from the batch of parental flies by homogenization in 300μl buffer (100mM Tris HCl pH7.5, 100mM EDTA pH8.0, 100mM NaCl, 0.5% SDS), followed by incubation at 65°C for 30 minutes. DNA was precipitated by adding 600μl 1:2.5 [5M]KOAc:[6M]LiCl, incubating on ice for 10 minutes, followed by centrifugation at 14000 x g for 15 minutes. Supernatant was collected, 450μl isopropanol was added and sample was centrifuged at 14000 x g for 15 minutes. DNA pellet was briefly washed with 70% ethanol and re-suspended in 36μl TE supplemented with 1mg/mL RNase A. Mutant alleles were screened for by PCR amplification followed by restriction digest. Digested bands corresponding to a mutant allele were resolved on an 8% TBE gel and stained with SYBR Gold nucleic acid gel stain (Invitrogen).

The offspring of batch crosses carrying the mutant allele were individually crossed to FM7 balancer and given several days to mate. Parental individuals were sacrificed, and DNA was extracted from single flies by homogenization in 50μl of buffer (10mM Tris-HCl pH 8., 1mM EDTA, 25mM NaCl, 200 μg/ml proteinase K), followed by incubation at 37°C for 30 minutes and inactivation of the proteinase K enzyme at 95°C for 2 minutes. Mutant alleles were screened for by PCR amplification followed by restriction digest. Digested bands were resolved on a 0.8% agarose gel and visualized under UV light. Transmission of expected genome editing events was confirmed by sequence analysis.

### *Drosophila* genetics

Complementation with previously identified recessive mutation *zld*^*294*^ [14] was performed to verify phenotypes were a result of Cas9-mediated mutagenesis within *zld*. Trans-heterozygous females were crossed to *w*^*1118*^ males to determine fertility.

*mat-α-GAL4-VP16* males were crossed with *UASp-zld* transgenic females. *w*:*mat-α-GAL4-VP16/+*:*UASp-zld/+* were recovered from previous crosses and mated to siblings. The percentage of embryos hatched was determined by lining up approximately two hundred and fifty 0–3 hour old embryos and counting the hatched eggs after at least 24 hours. All genetic experiments were carried out at 25°C.

### Confocal imaging

Embryos were dechorionated and analyzed under halocarbon oil to determine stage. Third instar larval (L3) wing discs were dissected and mounted in PBS. Confocal images were acquired on an A1R-S Confocal Microscope (Nikon) with 20x objective. Images were analyzed using NIS-Elements AR software. Z-stacks were flattened using the Maximum Intensity Z-projection function.

### RNA-sequencing and analysis

RNA-seq experiments were done on hand-sorted stage 5 embryos laid by *zld*^*ZnF2*^ (C554S mutation) homozygous females and *w*^*1118*^ embryos as a wild-type control. Embryos were dechorionated, analyzed under halocarbon oil to determine stage, collected and lysed in TRIzol (ThermoFisher) supplemented with 150 μg/ml glycogen. RNA was extracted, and cDNA libraries were prepared using Truseq RNA sample prep kit (Illumina). Three replicates of each were sequenced. The cDNA 100 bp single-end reads were sequenced at the UW Biotechnology Center DNA Sequencing Facility using an Illumina HiSeq 2000. Using the Galaxy platform [44], reads were examined for quality, trimmed, and filtered. The reads were then mapped to the BDGP *D. melanogaster* (dm6) genome using RNA-STAR (Galaxy Version 2.5.2b-0). Cufflinks (Galaxy Tool version 2.2.1) was used with default settings for transcript assembly. The resulting assembled transcripts were compared using Cuffdiff [45](R version 3.1.2) to identify genes that change significantly (p-value<0.05, >two-fold change) in expression. Only genes that were significantly mis-expressed in all replicates were used for further analysis.

Prior to comparisons, all gene IDs were converted to current FlyBase identifiers (FBgn#) using the ‘Upload/Convert IDs’ tool available on FlyBase [32]. Single-embryo expression data from Lott et al. 2010 [34] were used to classify up- or down-regulated genes in mutant embryos as (1) zygotic, (2) zygotic-maternal, and (3) maternal only. Translation and stability datasets of maternal mRNAs from Thomsen et al. 2010 [10] were used to classify up-regulated maternal genes as targets of maternal degradation or zygotic degradation. mRNAs degraded by the maternal pathway were considered as Classes II and III (‘exclusively maternally degraded’ and ‘maternally degraded and transcribed’); and mRNAs degraded by the zygotic pathway, were considered as Class IV (‘exclusively zygotically degraded’). ZLD ChIP-seq data from Harrison et al. 2011 [13] were used to identify the number of down-regulated zygotic genes bound by ZLD. Enrichments and depletions for comparisons to data from Lott et al. 2010 [34], Thomsen et al. 2010 [10], and Harrison et al. 2011 [13] were determined using a Fisher’s exact test.

### Gene ontology annotations

Gene ontology (GO) annotation was performed using the online GO Consortium tool (http://geneontology.org/), which uses the PANTHER classification system [46]. Lists of gene names were entered searching for enrichment in molecular function using a Bonferroni correction. The data were collected using the PANTHER over-representation test release 20170413 with the 2017-06-29 GO ontology database release.

### Data availability statement

The genomic data in this work was deposited in the Gene Expression Omnibus: accession number GSE103914. Strains and plasmids are available upon request.

## Supporting information

S1 Table Trans-heterozygote females phenocopy females homozygous for point mutations in *zld*. Females heterozygous for a deletion allele of *zld* (*zld*^*294*^) and either the *zld*^*ZnF1*^, *zld*^*ZnF2*^, *zld*^*EDD*^, or *zld*^*JAZ*^ allele were scored for viability and fertility.
(TIF) Click here for additional data file.

S2 Table Analysis of genes misexpressed in embryos inheriting *zld*^*ZnF2*^. 

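The list of up-regulated and down-regulated genes gives a FlyBase identifier per gene, in separate columns for maternal, mat-zyg, zygotic and unassigned genes. The decay list gives the members of classes II, III and IV of Thomsen et al. and the down-regulated maternal genes found in each. The Fisher’s exact test tab gives, for each comparison, the counts of a 2 by 2 table of genes. The decay classes were compared over 5663 genes in the paper's test, and the maternal and zygotic classes and ZLD-bound genes over 12353. In the comparison with the maternal class, the paper counts 194 maternal genes among the down-regulated genes, where its decay comparisons and the gene lists of the same table hold 197. In the comparison with ZLD-bound genes it counts 109, where the gene list holds 108. In the comparisons with zygotic and mat-zyg genes it counts 213 up-regulated genes, where the paper's text gives 212. It counts 39 down-regulated genes of these classes. The paper's text gives 31 down-regulated zygotic genes, and 6 down-regulated mat-zyg genes were matched here. Of the class IV genes listed, 254 of 1413 (18.0%) lie on the X chromosome in the annotation used here, where the RNA-seq comparison has no tested locus.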

Tabs indicate lists of genes differentially expressed, genes up and down regulated, genes subject to maternal and zygotic degradation, genes that are associated with ZLD-binding sites, and data for Fisher’s exact test.
(XLSX) Click here for additional data file.

S3 Table List of gRNA sequences used to generate mutant alleles. (TIF) Click here for additional data file.

S1 Fig Maternal overexpression of *zld* phenocopies mutations in the second zinc finger of ZLD. Percent of embryos that hatch from mothers of the phenotypes indicated below. ***, p < 0.0001, calculated by Fisher’s exact test.
(TIF) Click here for additional data file.

S2 Fig RNA-seq replicates are highly reproducible. (TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

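RNA from stage 5 embryos was sequenced in 6 samples, 3 of *w1118* and 3 of embryos laid by homozygous *zld* ZnF2 females, which were grouped by genotype as labelled. As the methods state, the authors trimmed and filtered 100 bp single-end reads in Galaxy, mapped them to dm6 with RNA-STAR (Galaxy version 2.5.2b-0), assembled transcripts with Cufflinks (2.2.1, default settings) and compared the genotypes with Cuffdiff. The options for counting, strand and library normalization are not given in the methods. The authors deposited 1 FPKM per genotype and locus, which Cuffdiff computed from the 3 replicates together. The log2 fold change that the authors deposited has no pseudocount and is infinite where an FPKM is 0; since it reaches values far beyond any measurable ratio where an FPKM nears 0, it was handled as a score. The authors made this score and Cuffdiff's test statistic, a score that was not used here, by comparing the genotypes with Cuffdiff before they deposited the table. The p-value and q-value are also the authors': the smallest p-value in the table is 5e-05, which 179 loci share, and the loci marked significant by the authors are those with a q-value under 0.05 (largest 0.0498, smallest of the others 0.0501). The q-value was used because the legend of Fig 6A names corrected p-values, while the methods name p-values. The methods add that only genes misexpressed in all replicates were used, a step that the values per genotype do not allow to be repeated.

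The authors' calls were counted from these values and not refitted, since a model across replicates needs values per sample. For the same reason the depth per sample is unknown and no interval across replicates, detection floor or leave-one-out value could be given. Among 1996 untested loci with an FPKM above 0 in both genotypes, the log2 ratio of 0.07 recurred at 48 loci, as small numbers of whole reads would give, but an FPKM over 3 libraries does not return the reads of each. The strand and the sharing of reads between overlapping or paralogous genes are those of the authors' counting.

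Gene symbols were matched to FlyBase identifiers by current symbol, then by synonym, and only where the annotated gene overlaps the locus (Ensembl release 115). For 61.6% of single-gene loci, start and end were identical to the annotation. Coordinates are 1-based and are those of the annotation. Classes of maternal and zygotic expression, mRNA decay classes and ZLD-bound genes were read from S2 Table. Shares of classes are of called genes that S2 Table lists. Enrichment was tested with a two-sided Fisher's exact test across tested genes with an FPKM of at least 1 in *w1118* for lower genes, and in *zld* ZnF2 for higher genes. The median log2 fold change of a class was placed among the medians of 10000 random lists with the same number of genes in each of 20 bins of mean expression. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used. The tests across genes were first tested on simulated log2 fold changes, drawn independently for each gene and without replicates. Of 200 genes lowered among 5854, 94.0% were recovered, and the known odds ratio of 8.14 was returned as 8.17 from the recovered calls. Of 100 random lists of 300 genes, 5 fell outside the central 95% of matched lists. This checks the calculation only, and neither the authors' calls nor the tests where genes vary together.

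The genes named were chosen by a rule set before the data were examined: *zld* and *sc*; among single-gene loci past the threshold with an FPKM of at least 1 in both genotypes, the 5 largest and 5 smallest log2 fold changes; the 5 largest among ZLD-bound up-regulated genes; the 5 smallest among down-regulated maternal genes of class IV; and all down-regulated maternal genes of class II or III. The marker genes of early and late zygotic expression and of muscle were listed at the same time. *Mf*, *Mlc2*, *Act57B*, *Tm1* and *Prm* were singled out from the muscle list after their values were seen. So were *bnk*, *CG14915*, *term*, *CG16813* and *CG13711* from the early list. *Mhc* and *Act5C* were chosen after their values were seen, *Mhc* in S2 Table, so the marker lists leave it out. Alternatives were an uncorrected p-value, a q-value under 0.01, no fold limit, a fold limit of 3, an FPKM of at least 1 in both genotypes, a pseudocount of 1, centring on the median, single-gene loci, gene symbols as the unit, other backgrounds and other FPKM minimums (5 and 0.1). Gene Ontology terms, and the part of the ZLD ChIP list beyond 1999 genes, were not used here.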

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

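The tests in this part were chosen after the number of class III genes past the threshold had been seen. The paper compares the decay classes with its down-regulated maternal genes in its results and legends. Its methods mention such a classification for up-regulated maternal genes, and no values for up-regulated genes were found in its text or S2 Table. Of 322 class III genes (maternally degraded and transcribed) that were tested and had an FPKM of at least 1 in *zld* ZnF2, 66 (20.5%) were higher in *zld* ZnF2, against 3.72% of the other genes (odds ratio 6.66, two-sided Fisher's exact test across genes, p = 7.59e-27). For class II (exclusively maternally degraded) the number was 30 of 336 (8.93%; odds ratio 2.16, same Fisher's exact test, p = 0.000388), and for class IV it was 12 of 1050 (1.14%). The shift was not limited to genes past the threshold. Over the 309 class III genes that were tested and had an FPKM of at least 1 in *w1118*, the median log2 fold change was 0.99 and 6.47% were below 0; with the called genes left out, the median was 0.87 over 244 genes.

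The level of expression was tested as a technical explanation: random lists matched on mean expression held a median of 23 higher genes, and 15 to 32 in their central 95%, fewer than the 66 of class III. Loci that hold several genes were tested as another, and 2 of the 66 genes lie in such loci. A normalization factor applied to every locus moves all classes alike, and the median over tested loci with an FPKM of at least 1 in both genotypes was -0.01. In S2 Table, 54 of the 66 genes are listed as mat-zyg, 10 as exclusively zygotic and 23 as ZLD-bound. For class III, raised zygotic transcription of genes whose maternal mRNA has already been degraded is a candidate explanation, and so is a difference in age within stage 5. The 2 cannot be told apart here: zygotic genes that rise late in cycle 14 stood 1.39 (log2) above early ones in *zld* ZnF2 relative to *w1118*, as described under the other observations.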

How the results depend on the processing

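The alternatives below were set before the data were examined, except for classes II and III taken separately, which were chosen after seeing the data. No paired analysis was possible because the table holds 1 value per genotype and none per replicate; for the same reason the limma fits with and without a replicate block, the leave-one-out fits and other splits of the samples were not run. How far the results depend on a single sample is therefore unknown, and so is the depth, which limits the statements on weakly expressed genes.

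From 284 higher and 250 lower loci, the numbers past the threshold changed to 116 and 149 at a q-value under 0.01 and to 116 and 119 over 3-fold. At an uncorrected p-value under 0.05, 526 loci were higher, while the 371 lower loci were within 1.5 times the main number. Without a fold limit, with an FPKM of at least 1 in both genotypes, with FPKM + 1, after centring, over single-gene loci and by gene symbol, both numbers were within 1.5 times the main ones. Centring moved the split to 285 higher and 249 lower.

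The share of zygotic and mat-zyg genes among the higher genes stayed within its 95% Wilson interval (67.6% to 78.0%) at a q-value under 0.01, over 3-fold, with an FPKM of at least 1 in both genotypes, with FPKM + 1 and over single-gene loci. The share of maternal genes among the lower genes left its interval (67.5% to 78.1%) over 3-fold, at 64.0%, and with an FPKM of at least 1 in both genotypes, at 79.1%. The ZLD-bound share of the higher zygotic and mat-zyg genes left its interval at a q-value under 0.01, where it was 65.5% of 87 genes. The cause of these changes was not tested. The intervals treat genes as independent, and the calls of the settings named for these shares are subsets of the main calls. The intervals therefore only mark the size of a change and measure no error between embryos. The uncorrected p-value cannot move these 3 shares, since S2 Table gives classes only for genes the authors called, so it shows no stability.

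The class IV odds ratio of the lower genes was above 1 with p under 0.05 under all 9 alternatives, from 2.13 over 3-fold to 19.3 with only class II, III and IV genes as background, and that of classes II and III was below 1, from 0.051 to 0.304; class II alone gave 0.205 and class III alone 0.0698. The class IV median log2 fold change was between -0.43 and -0.39 and the class II and III median between 0.63 and 0.85, with 0.52 for class II alone and 0.99 for class III alone, always outside the central 95% of matched random lists. The median of the listed ZLD-bound genes, which are a part of the paper's list and were set against random lists that hold the other ZLD-bound genes, was not outside that range in any setting: it was 0.0032 in the main setting, changed sign to -0.00029 with FPKM + 1 and to -0.0093 with an FPKM of at least 5, and was at most 0.014. Centring moves all genes by the same amount, so it shows no stability of these medians against matched lists. With FPKM + 1, the log2 fold changes of 20 named genes kept their direction and stayed beyond 1, while that of *lectin-21Cb*, which is listed at 0 in *w1118* and has no finite fold change otherwise, was 0.64, under the 2-fold limit.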

Differences from the paper's values

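The paper's odds ratio for classes II and III among the down-regulated maternal genes is 0.0776 in S2 Table, over 5663 genes. The value here was 0.132 for all lower genes, over 6225 tested genes. In the paper's test, 3 of the called genes were in these classes and 194 were not, against 4 and 260 here. Of the genes not called, 908 were in these classes and 4558 were not, against 622 and 5339 here. The odds ratios thus differ mainly through the genes not called. Of the alternatives set before the data were examined, a q-value under 0.01 (0.115), an FPKM of at least 1 in both genotypes (0.105) and single-gene loci (0.112) gave values within 1.5 times the paper's. The uncorrected p-value (0.132), a fold limit of 3 (0.304), FPKM + 1 (0.136), all tested genes as background (0.143), an FPKM of at least 5 (0.126) and only class II, III and IV genes as background (0.051) did not. The paper's number of 3 down-regulated maternal genes in these classes rests on the same calls and lists as the number here.

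The paper describes a majority of the up-regulated genes as overlapping with likely direct ZLD targets. The legend of Fig 6C limits this overlap to zygotically expressed genes. The list of ZLD-bound up-regulated genes in S2 Table likewise holds zygotic and mat-zyg genes. Over these the share here was 51.0%, with a 95% Wilson confidence interval of 44.2% to 57.8%. Across the settings tried it was between 49.7%, with an FPKM of at least 1 in both genotypes, and 65.5%, at a q-value under 0.01. Of all 279 matched up-regulated genes, the 104 genes on that list make up 37.3% (31.8% to 43.1%); binding at the maternal and unassigned up-regulated genes, which that list leaves out, was not counted.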

Other observations

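The tests on the chromosomes listed at 0 were chosen after that pattern was seen. The values of class II taken separately were also chosen after seeing the data. The other tests in this part were set before their results were seen. In the test of age, however, the requirement that both medians lie outside matched lists was added afterwards. The rule first set asked for an early median below 0 and a late median above 0. The values seen, -0.09 and 1.30, met that first rule, under which the age explanation would have counted as met. All 2716 loci of chromosomes 4, X and Y are at an FPKM of 0 in both genotypes. Lack of expression was tested with ribosomal protein genes, which every cell uses. The 16 on chromosomes X and 4 are all listed at 0, while 71 of the 72 on 2L, 2R, 3L and 3R are above 0 in both genotypes, with a median FPKM of 3798 in *w1118*, so lack of expression does not explain the pattern. A candidate explanation is that reads of these chromosomes did not enter the authors' comparison. The count of loci at 0, 2716 of 2716, is the pattern itself and cannot decide this. The lists used in the paper's enrichment tests do hold genes of the X chromosome: 254 of 1413 in class IV (18.0%), 139 of 903 in classes II and III (15.4%) and 311 of the 1999 ZLD-bound genes used here (15.6%).

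Age within stage 5 was tested as an explanation for higher zygotic and lower maternal mRNAs in *zld* ZnF2, with lists of zygotic genes that peak early and that rise late in cycle 14. The 17 late genes with a value had a median log2 fold change of 1.30; it was above 0 for 16 of them, of which 4 passed the threshold. The 14 early genes with a value had a median of -0.09. The log2 fold change was below 0 for 7 of them, and 0 of the 14 passed the threshold in either direction. Single early genes did differ: *bnk* (log2 fold change -0.68), *CG14915* (-0.75) and *term* (0.76) had a q-value under 0.05 (Cuffdiff) at less than 2-fold. *CG16813* (-3.36, q = 0.0518, Cuffdiff) and *CG13711* (-2.49, q = 0.0825, Cuffdiff) fell more than 2-fold without passing the q-value limit. The late median lay at percentile 99.9 of matched random lists and the early one at percentile 4.06. The values of the early genes *Sry-alpha* (0.18) and *frs* (0.54) are those of loci shared with other genes. So is that of the late gene *ush* (0.07). The percentiles were not computed without them, so the early result, near the limit of 2.5, may depend on shared loci. The difference of 1.39 is in the direction that older *zld* ZnF2 embryos would give, but the fall of the early genes that was set as the other part of the test was not outside the central 95% of matched lists. Earlier or stronger zygotic transcription in *zld* ZnF2 embryos of the same age would raise late genes as well. The higher zygotic and lower class IV mRNAs therefore cannot be told apart from a difference in age with these data. The values of class II belong to neither explanation as that class is defined in the paper (exclusively maternally degraded): its median log2 fold change was 0.52, and 22.5% of its 320 genes were below 0. Of the 30 class II genes past the threshold, S2 Table lists 19 as mat-zyg, 1 as zygotic and 10 as maternal, so the published classes differ on whether most of them are transcribed in the embryo. Why the 10 listed as maternal were higher was not tested.

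*Mhc*, which encodes muscle myosin heavy chain, was at an FPKM of 3.40 in *w1118* and 0.0306 in *zld* ZnF2 in the authors' deposited table. RNA from older embryos or adults in *w1118* samples was tested with a list of other muscle genes. The 8 with an FPKM of at least 1 in either genotype had a median log2 fold change of -6.05, lower than in every one of 10000 matched random lists, and 7 of them had a log2 fold change below 0. Only *Mf* and *Mlc2* of the 8 passed the threshold. The locus of *Act57B*, which also holds a snoRNA gene, was at 21.7 in *w1118* and 0.336 in *zld* ZnF2 in the authors' deposited table with q = 0.189 (Cuffdiff), and *Tm1*, at 509 in *w1118* in the same table, did not differ (log2 fold change -0.01 in the authors' deposited table). The exception in direction was *Prm*, with a log2 fold change of 1.09 in the authors' deposited table. The values suggest that at least part of the *w1118* RNA came from tissue older than stage 5, as a hypothesis. Whether it was in 1 sample or all 3 cannot be seen from values per genotype. Some of the 36 down-regulated genes that S2 Table lists in no class, with a median FPKM of 0.367 in *zld* ZnF2, might share this source; that was not tested beyond the median of -6.05 for muscle genes.

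*gammaTub37C*, the largest rise among single-gene loci past the threshold with an FPKM of at least 1 in both genotypes, is listed in S2 Table as a maternal gene and is at 1.53 in *w1118* and 120.7 in *zld* ZnF2 in the authors' deposited table. No explanation was tested for this gene alone. Differences in genomic background between the fly lines were tested through clustering: if a region of different origin were the source of the calls, they would pile up in 1 window of 2 Mb. The fullest window held 13 higher loci (2R, 22000001 to 24000000) and 11 lower loci (2L, 2000001 to 4000000), and 55.8% and 79.7% of 10000 permutations of the labels over tested loci had a window as full or fuller. Calls scattered over the genome by background would not show in this test. Around *zld* itself, 0 of 472 loci within 2 Mb were tested, so linkage to the edited gene could not be examined. Loci that hold several genes made up 5.62% of the loci past the threshold and 5.38% of those tested (two-sided Fisher's exact test across loci, p = 0.765), so they do not account for the calls.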
